# Regular Aerobic Exercise Can Effectively Ameliorate the Skeletal Muscle and Mitochondrial Function Impairments Caused by *bves* Deficiency in Zebrafish

**DOI:** 10.3390/ijms27125594

**Published:** 2026-06-20

**Authors:** Wanwan Cai, Wanbang Zhou, Xiushan Wu, Junrong Lei, Haochen Wang, Qiong Wu, Song Zhou, Kang Sun, Xiuyan Li, Zhilong Zhang, Jisheng Zhang, Jingying Ouyang, Yongqing Li, Zhigang Jiang, Xianchu Liu, Wuzhou Yuan, Lan Zheng

**Keywords:** CRISPR-Cas9, *bves*, skeletal muscle atrophy, mitochondrial dysfunction, regular aerobic exercise

## Abstract

The Popeye domain-containing protein 1 (Popdc1), also known as Bves, plays a crucial role in maintaining skeletal muscle homeostasis, with its variants leading to limb–girdle muscular dystrophy type R25. Skeletal muscles of patients with the homozygous missense variant of Bves exhibit impaired membrane trafficking, while skeletal muscle fibers in *bves^S191F^* homozygous mutant zebrafish are significantly reduced and disorganized. However, the mechanism by which the absence of *bves* induces skeletal muscle atrophy remains unclear. In this study, we discovered a novel mechanism whereby *bves* deficiency drives skeletal muscle atrophy by disrupting mitochondrial structure and function. Our findings indicate that *bves* knockout leads to a significant decrease in zebrafish’s ability to swim, atrophy of skeletal muscle tissue, loss of cell membrane localization signals, and abnormalities in mitochondrial structure and function. After an 8-week intervention of regular aerobic exercise, the symptoms of skeletal muscle atrophy in *bves* knockout zebrafish were significantly alleviated, and the expression levels of genes and proteins related to mitochondrial were effectively rescued. These findings establish a connection between *bves* deficiency-induced disruption of mitochondrial structure and function and the onset and progression of skeletal muscle tissue atrophy symptoms, thereby laying a molecular foundation for exercise rehabilitation strategies in atrophic myopathy.

## 1. Introduction

Muscle atrophy is defined by a significant decrease in the mass and diameter of muscle fibers [1,2]. This condition is frequently observed as a consequence of various pathological states and presents a considerable health challenge, particularly affecting the quality of life for elderly individuals and those suffering from chronic diseases [3]. The implications of muscle atrophy extend beyond physical appearance, as they can severely impair mobility, strength, and overall well-being. Research to date has extensively examined the genetic, metabolic, and pharmacological pathways that lead to muscle atrophy. Maintaining skeletal muscle homeostasis is a complex process that requires various factors to work in concert. These factors include mechanical loading, neural input, mitochondrial energy production, immune–inflammatory balance, and signals from the endocrine system. Together, they ensure a balanced relationship between protein synthesis and degradation, which is crucial for muscle health [4]. The gene Popeye domain-containing 1 (*popdc1*, *bves*) encodes a specific protein that is localized to the plasma membrane and binds to cyclic adenosine monophosphate (cAMP) [5]. This protein is particularly abundant in striated muscles, such as those in the heart and skeletal system. In animal models, Bves has been identified as a crucial regulator of both the structural integrity and functional capabilities of these muscle types [6]. Previous findings suggest that Bves acts as a negative regulator of cAMP signaling, which is mediated by Adenylate cyclase 9 (Adcy9). This signaling pathway plays a vital role in maintaining muscle mass and functionality. cAMP is recognized as a key player in regulating the intricate relationship between signaling and metabolic processes, particularly concerning mitochondrial ATP production [7]. Disruptions in normal cAMP signaling can lead to mitochondrial dysfunction, which further exacerbates muscle atrophy [8]. Experiments in mice lacking Bves demonstrate a link between the absence of this protein and negative outcomes in muscle physiology, including decreased muscle mass and suboptimal muscle performance [9]. Mutations that result in the loss of function of the *bves* gene have been linked to limb–girdle muscular dystrophy type R25, a rare genetic disorder that is marked by the progressive weakening of the proximal muscles located in the lower limbs. Additionally, this condition can lead to various complications, including atrioventricular block, which highlights the serious implications of this genetic mutation [10]. In a study involving two Japanese patients diagnosed with autosomal recessive limb–girdle muscular dystrophy type R25, researchers identified a novel recurrent homozygous nonsense variant in the *bves* gene. The muscle-related symptoms of this condition typically emerge in the patients’ youth and can last into adulthood. These symptoms generally originate either in the proximal or distal muscles of the lower limbs and often display an asymmetric pattern of muscle involvement, indicating that one side of the body may be affected more than the other [11,12]. Despite these findings, the precise regulatory mechanisms through which mutations in the *bves* gene lead to the development of limb–girdle muscular dystrophy type R25 are still not well understood, leaving a gap in our comprehension of this genetic disorder.

Skeletal muscle fitness and plasticity are crucial determinants of human health and disease. Mitochondria play a vital role in maintaining skeletal muscle energy homeostasis by undergoing adaptive reprogramming to meet the demands imposed by various physiological and pathophysiological stresses. Dysfunction of skeletal muscle mitochondria has been implicated in the pathogenesis of numerous diseases, including muscular dystrophy, atrophy, type 2 diabetes, and age-related sarcopenia [13]. The mechanisms of mitochondrial quality control (MQC), which are essential for preserving mitochondrial function, encompass mitochondrial biogenesis, dynamics and mitophagy [14,15].

Currently, there is no effective method for the prevention and treatment of skeletal muscle atrophy, making it imperative to explore viable treatment options. It is well established that exercise training can enhance muscle protein synthesis and activate signaling pathways that regulate muscle fiber metabolism and function [16]. Consequently, exercise is often employed as a therapeutic approach to address muscle atrophy. Mitochondria play a crucial role in maintaining skeletal muscle homeostasis and bioenergetic metabolism [17]. Being sensitive to contractile signals, exercise can improve mitochondrial function, promote biosynthesis, and ultimately support both cellular and systemic health [16].

In this study, we successfully constructed a *bves* knockout (*bves* KO) zebrafish strain using CRISPR/Cas9 gene editing technology [18,19]. Our findings indicate that the loss of skeletal muscle and the decline in swimming ability in zebrafish are associated with a reduction in Bves protein levels. By employing a loss-of-function strategy, we demonstrated that the absence of *bves* has detrimental effects on mitochondrial structure and function, skeletal muscle mass, and swimming ability performance in zebrafish. Specifically, the lack of *bves* leads to both structural and functional impairments in the skeletal muscle mitochondria, resulting in an imbalance in the expression of complex proteins within the mitochondrial respiratory electron transport chain, which ultimately decreases muscle mass and swimming ability. This is crucial for elucidating the potential mechanisms by which *bves* variants or knockdown contribute to skeletal muscle atrophy. Furthermore, the adult zebrafish, characterized by its well-developed skeletal muscle system and highly controllable motor behavior, presents unique advantages for studying the effects of *bves* deficiency on muscle atrophy and exercise interventions. The robust sustained swimming capacity of adult zebrafish, which can withstand flow velocities tolerance of up to 30 cm/s, allows for precise quantification of exercise intensity (such as velocity–duration gradients) using a customized counter-current device, effectively simulating human progressive resistance training [20]. This facilitates a systematic evaluation of the intervention effects of regular aerobic exercise on myofibrillar remodeling in *bves* KO zebrafish. The results demonstrate that an 8-week regimen of regular aerobic exercise intervention effectively alleviates the symptoms of skeletal muscle atrophy and mitochondrial structural and functional dysfunction caused by *bves* KO in zebrafish. This research has, for the first time, elucidated the mechanism by which Bves maintains skeletal muscle homeostasis through the regulation of mitochondrial structure and function, as well as the effects of regular aerobic exercise on skeletal muscle atrophy. These findings provide an early warning for clinical targeted treatment of skeletal muscle atrophy-related diseases and offer a theoretical foundation for exercise rehabilitation strategies of patients with LGMDR25.

## 2. Results

### 2.1. High Expression of bves in Zebrafish Skeletal Muscle

As previously mentioned, we cloned the open reading frame (ORF) of *bves* and synthesized a DIG-labeled antisense RNA probe for *bves*. The expression pattern of zebrafish *bves* during embryogenesis was analyzed through WISH of embryos. As illustrated in Figure 1, *bves* is ubiquitously expressed during the early stages of embryonic development (Figure 1A–C). Beginning at the 10-somite stage (ss) post-fertilization, it is highly expressed in regions such as the head, heart, and skeletal muscle (Figure 1D–G). From 3 days post-fertilization (dpf), the expression in the skeletal muscle region gradually decreases, while the expression becomes predominantly concentrated in the head and heart regions (Figure 1H,I). At 5 dpf, the *bves* gene is detected not only in the head and heart but also specifically expressed in the swim bladder (Figure 1J). The high expression of *bves* in skeletal muscle tissue during the early stages suggests that it may play a significant role in skeletal muscle development.

### 2.2. Construction of bves KO Zebrafish Line

To investigate the role of the *bves* gene in early zebrafish development, we developed a *bves* KO zebrafish strain. A pair of small guide RNAs (sgRNAs), referred to as Target 1 and Target 2 (Figure 2A), were designed to target exon 2 of *bves*, resulting in three zebrafish lines (Lines 1–3) that exhibit frameshift mutant alleles. Sanger sequencing confirmed the presence of specific mutations: Line 1 had a 44 bp deletion; Line 2 had a 47 bp deletion; and Line 3 had a 17 bp deletion (Figure 2B,C).

### 2.3. bves Deficiency Impairs Zebrafish’s Swimming Ability

The motor behaviors and behavioral trajectories of zebrafish embryos were recorded on the 4th, 6th, 8th, and 10th days for a duration of 5 min, with each experiment repeated three times. We captured and documented the activity tracks of each group of zebrafish in a 24-hole culture plate, selecting three holes from each group for display, as illustrated in Figure 3A. The behavioral trajectories and activity durations of zebrafish larvae from the two groups within the culture plate were collected. The total movement distance, total duration, movement speed, and frequency of movement were measured zebrafish in each group.

The behavior trajectories of zebrafish larvae were observed over a period of four days. According to the collected data, both the total moving distance and the frequency of movement in wild-type (WT) and *bves* KO zebrafish exhibited a marked increase with the development of the larvae. Behavioral data from the 4th, 6th, 8th and 10th days were analyzed, revealing that the total movement distance of *bves* KO zebrafish was significantly smaller than that of WT zebrafish, with statistically significant differences (Figure 3B, *n* = 12, *p* < 0.05). Additionally, a statistical analysis of the total movement time indicated that the duration of movement in *bves* KO zebrafish was reduced compared to WT zebrafish (Figure 3C). In the comparison of exercise speed, no significant difference was observed between the two groups on the fourth day (Figure 3D). However, over time, the exercise speed of *bves* KO zebrafish significantly decreased, showing a highly significant difference compared to WT zebrafish (Figure 3D, *p* < 0.0001). The number of movements across the different groups was assessed, and it was found that *bves* KO zebrafish exhibited a significant reduction in the number of movements compared to WT zebrafish over time (Figure 3E).

Subsequently, we examined the impact of *bves* loss on adult zebrafish swimming ability. The findings revealed that *bves* KO zebrafish exhibited impaired behavior, characterized by reluctance to move and fewer movement trajectories (Figure 4A). Notably, there were significant decreases in average velocity, total distance traveled, and active time (Figure 4B–D). Additionally, the critical swimming speed (Ucrit), relative swimming speed (Ucrit-r), and exhaustive swimming time during the test phase were significantly reduced in *bves* KO zebrafish (Figure 4E–G). These indicators are commonly utilized to indirectly assess the swimming ability of fish and their performance under increased swimming speeds. In conclusion, the results suggest that *bves* deficiency leads to poor behavioral performance and impairs the swimming ability of zebrafish.

### 2.4. Regular Aerobic Exercise Alleviates Skeletal Muscle Atrophy in bves KO Zebrafish

Subsequently, we investigated the effects of *bves* deficiency on the structure and mass of skeletal muscle in zebrafish. The hematoxylin and eosin (H&E) and wheat germ agglutinin (WGA) staining revealed a decrease in myofiber size (Figure 5A,B and Figure S1). Furthermore, WGA staining indicated a significant reduction in the fluorescent signal of the skeletal muscle cell membrane (Figure 5B), suggesting that *bves* deficiency disrupts membrane localization signals, potentially leading to an abnormal cell membrane structure. Masson staining results demonstrated an increase in collagen deposition in the skeletal muscle of *bves* KO zebrafish (Figure 5C, oval section). Transmission Electron Microscope (TEM) analysis revealed disorganized skeletal muscle fibers in *bves* KO zebrafish, characterized by irregular intermyofibrillar spacing, indistinct light and dark bands of myofibrils, degradation of the M-line, and fractures in the Z-line (Figure 5D, oval section). Next, we aim to further investigate the ameliorative effects of regular aerobic exercise intervention on skeletal muscle atrophy symptoms. The exercise protocol involves placing fish in a custom-designed exercise apparatus, forcing them to swim continuously against a current within a confined area. Each exercise session lasts 1.5 h, performed for 3 consecutive days followed by a rest day. Notably, the phenotypic abnormalities of the mutants significantly improved after eight weeks of regular aerobic exercise intervention. Statistical analysis indicated that the average Feret diameter of skeletal muscle fibers in the WT group was approximately 35 μm. In contrast, the Feret diameter of skeletal muscle fibers in the *bves* KO group was significantly decreased, indicating that the absence of *bves* resulted in a tendency for skeletal muscle fiber atrophy. Conversely, the Feret diameter of skeletal muscle fibers in the *bves* KO-exercised (*bves* KO-EX) group returned to normal levels (Figure S1A). Statistical analysis of the cross-sectional area of individual skeletal muscle fibers revealed that WT zebrafish myofibrils were predominantly found in the range of 500–600 μm^2^. In contrast, *bves* KO zebrafish displayed the highest proportion of myofibrils within the 200–300 μm^2^ range, indicating that *bves* deficiency leads to an atrophic tendency in skeletal muscle cells. Notably, *bves* KO-EX zebrafish exhibited the greatest distribution of myofibrils in the 400–500 μm^2^ range (Figure S1B). These findings suggest that regular aerobic exercise can effectively mitigate the skeletal muscle atrophy associated with *bves* knockout.

### 2.5. RNA-Seq Analysis of the Mechanism of bves Deficiency-Induced Zebrafish Muscle Atrophy

To fully understand the altered gene expression profiles and the underlying mechanisms in *bves* KO zebrafish skeletal muscle, the skeletal muscle transcriptomes of WT, *bves* KO and *bves* KO-EX zebrafish were analyzed using RNA sequencing. 

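Muscle for RNA sequencing came from fish selected at an age of 12 months, before the weeks of training, and muscle of 2 fish was pooled into each library. There were 9 libraries, 3 each of WT, *bves* KO and *bves* KO-EX fish. The exercised fish had swum for 8 weeks in daily sessions of 1.5 h, with 1 day of rest after every 3 days, against a flow of 10 cm/s at first and 16 cm/s later. Polyadenylated RNA was made into strand-specific libraries and read from both ends. The authors deposited an estimated read count and a TPM value (transcript abundance scaled for gene length and library size) for each of 32520 genes in every library, and the paper's text does not name the aligner, the quantification tool or the genome build behind them. The estimated counts of a library summed to between 17422188 and 18860779 in WT (median 18499763), between 18102356 and 18661161 in *bves* KO (median 18619322) and between 18159460 and 18257417 in *bves* KO-EX (median 18253221). Between 9.01% and 11.8% of the values of a library were not whole numbers, so the counts were rounded before testing. In each library the 20 most abundant genes took 43.0% to 50.6% of the counts. The 13 genes of the mitochondrial genome took 11.8% to 23.4%, with the highest share in *bves* KO-EX replicate 1. Replicates of a group differed by far more than sampling noise (chi-square per degree of freedom between 26.4 and 135), so none was treated as a repeat of another. Expression is given as CPM, counts relative to library size, after TMM normalization, a scaling by trimmed mean ratios between libraries whose factors ran from 0.763 in WT replicate 2 to 1.17 in *bves* KO-EX replicate 2. The 14849 genes that passed edgeR's filter on low counts were fitted over all 9 libraries, with a biological coefficient of variation of 0.295. All edgeR adjusted p-values come from its two-sided quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and a fold change above 2 in either direction were called DEGs, as in the paper's results text, whereas its methods and the legend of Figure 6 set a log2 fold change above 2. Neither the labels nor the paper gives a sequencing batch.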

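The targeted gene, *bves* (ENSDARG00000058548), was examined in every library. Its CPM was 39.5, 57.2 and 43.8 in the 3 WT libraries (46.9 ± 9.25, SD, n = 3) and 7.94, 17.5 and 6.70 in the 3 *bves* KO libraries (10.7 ± 5.93, SD, n = 3). In the libraries labelled *bves* KO-EX it was 47.4, 11.4 and 49.6 (36.1 ± 21.4, SD, n = 3), so replicates 1 and 3 lay within the WT range and replicate 2 within the *bves* KO range. The level in replicates 1 and 3 was thus unlike that of the *bves* KO libraries. It does not settle their genotype, because gene counts do not hold the edited sequence. Every *bves* KO library was below every WT library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change of *bves* KO against WT was −2.13 (SE 0.547, edgeR adjusted p = 0.104), and it lay between −2.67 and −1.88 with each library left out in turn. DESeq2 moved the result most, with an adjusted p of 0.00167. The highest over the alternatives was 0.191 (edgeR with the replicate number as a block). With edgeR on only the 6 WT and *bves* KO libraries, a fit without the spread of the *bves* KO-EX values, it was 0.0359. For the libraries labelled *bves* KO-EX, the log2 fold change was −0.37 against WT (SE 0.521, edgeR adjusted p = 0.695) and 1.75 against *bves* KO (SE 0.542, edgeR adjusted p = 0.154). The authors' deposited tables give −2.12 for *bves* KO against WT and 1.74 for *bves* KO-EX against *bves* KO. Their adjusted p-values, from a test not named there, are 3.07e-06 and 0.0179, and both changes are called.

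**Figure D1:**
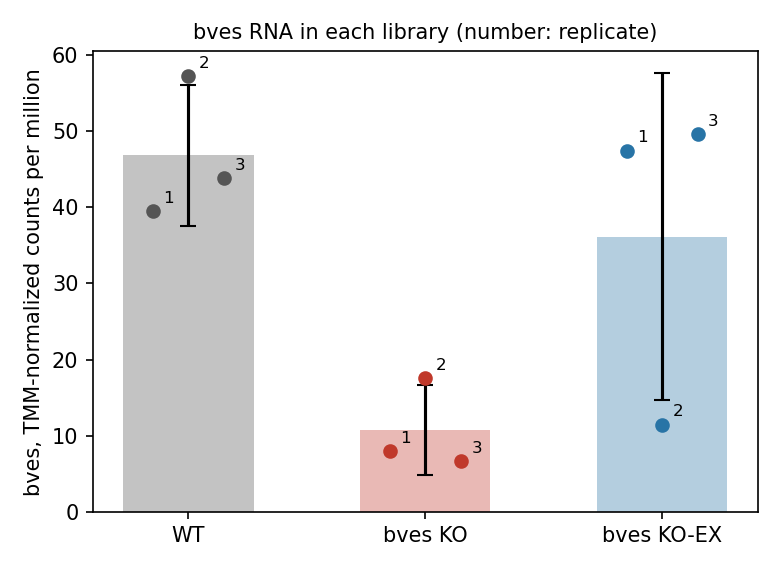
Expression of *bves* in each of the 9 libraries, in CPM after TMM normalization. Bars show the mean of the 3 libraries of a group, error bars the SD, and dots single libraries with their replicate numbers; 2 of the 3 libraries labelled *bves* KO-EX (47.4 and 49.6) sit among the WT libraries.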

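In the comparison of *bves* KO with WT, edgeR called 106 genes up and 51 down, and 67.5% of the calls were up. On simulated counts of the same design, with 200 of 14849 genes changed, edgeR called 83.5% of the changed genes. Of its calls, 4.57% were of unchanged genes. A second simulation with as many changed genes, in which *bves* KO-EX was made equal to WT, gave 81.0% and 6.90%. Every planted change was beyond the fold-change threshold and in a gene above a minimum expected count, without differences in composition between libraries. These shares therefore do not carry over to smaller changes or to genes with fewer counts. DESeq2 moved the count most among the alternatives with the same thresholds, with 288 genes up and 204 down, and it shared all 106 and 51 of edgeR's calls. Scaling by the total count of each library gave 49 up and 33 down. With each library left out in turn the calls ranged from 25 to 139 up and from 8 to 96 down. Without WT replicate 3 the majority reversed, with 78 up and 96 down (44.8% up). Of edgeR's calls, 104 of the 106 up and all 51 down are also called in the authors' deposited table. Among up DEGs, si:zfos-1011f11.2 had the smallest adjusted p, with 5.04 ± 0.336 CPM in WT and 22.1 ± 2.07 in *bves* KO (SD, n = 3 each) and a log2 fold change of 2.13 (SE 0.184, edgeR adjusted p = 0.000779). The cytochrome P450 gene cyp2p10 rose from 0.272 ± 0.0571 to 4.40 ± 1.15 CPM (SD, n = 3 each), a log2 fold change of 3.96 (SE 0.370, edgeR adjusted p = 0.00103). For pimr51 the log2 fold change was 3.84 (SE 0.379, edgeR adjusted p = 0.00128), but it belongs to a large family of similar kinase genes whose reads the authors' counting could have split, so its value is uncertain. Among down DEGs, si:dkeyp-123h10.2 fell from 6.08 ± 0.747 to 0.459 ± 0.0479 CPM (SD, n = 3 each), a log2 fold change of −3.71 (SE 0.273, edgeR adjusted p = 0.000256). Expression of si:ch211-229i14.2 was 13.7 ± 4.85 CPM in WT (SD, n = 3) and at most 1 count in any *bves* KO library, where 3 counts is taken as the floor, so it was at least 82-fold lower; this gene is all but absent from the exercised libraries as well. AL953907.2 fell from 21.7 ± 3.39 to 4.47 ± 0.700 CPM (SD, n = 3 each), a log2 fold change of −2.28 (SE 0.205, edgeR adjusted p = 0.000887). All 6 genes kept their calls under each alternative tried for single genes and with each library left out.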

Relative to the WT group, the *bves* KO group exhibited 268 upregulated and 199 downregulated DEGs. 

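Between the libraries labelled *bves* KO-EX and WT, edgeR called 366 genes up and 247 down. Under alternatives with the same thresholds, the up calls ranged from 189 with only the 6 libraries of these groups in the fit to 560 with DESeq2, and the down calls from 113 with total-count scaling to 553 with DESeq2. Total-count scaling also raised the share of up calls from 59.7% to 71.5%, and it moved the median log2 fold change of all genes to 0.11. Without WT replicate 3 there were 365 genes up and 562 down, so 39.4% of the calls were up. The genes si:zfos-1011f11.2, si:dkeyp-123h10.2 and si:ch211-229i14.2, which had changed in *bves* KO, were also among the DEGs with the smallest adjusted p here, with log2 fold changes of 2.04 and −3.97 for the first 2 (edgeR adjusted p = 0.000695 and 0.000254) and at least 81-fold lower expression for si:ch211-229i14.2. Of the others, the gene ENSDARG00000079347 rose from 1.81 ± 0.394 CPM in WT to 12.5 ± 2.78 (SD, n = 3 each), a log2 fold change of 2.78 (SE 0.249, edgeR adjusted p = 0.000695). Spermine oxidase, smox, rose from 18.7 ± 2.28 to 80.3 ± 3.06 CPM (SD, n = 3 each), a log2 fold change of 2.10 (SE 0.194, edgeR adjusted p = 0.000756). In contrast, tent5c fell from 26.7 ± 1.21 to 6.84 ± 1.02 CPM (SD, n = 3 each), a log2 fold change of −1.97 (SE 0.176, edgeR adjusted p = 0.000695).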

The *bves* KO-EX group demonstrated 473 upregulated and 472 downregulated DEGs. When comparing the *bves* KO group to the *bves* KO-EX group, we found 208 upregulated and 237 downregulated DEGs (Figure 6A–D, Padj < 0.05, fold change > 2). 

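The libraries labelled *bves* KO-EX differed from *bves* KO in 97 genes called up and 111 called down by edgeR. These counts fell to 2 up and 18 down when *bves* KO replicate 1 was left out. With DESeq2 they were 221 and 237. With total-count scaling they were 60 and 49, so the share of up calls went from 46.6% to 55.1%. The authors' deposited table calls 94 of the 97 genes up and all 111 down. Libraries carry the replicate numbers 1 to 3 in every group but come from different fish. Deviations from the group means correlated with a mean r of −0.151 across genes between libraries with the same number. Between libraries with other numbers it was 0.0739, and genes are not independent replicates. Deviations cancel out within a group, so the second value largely follows from the first and is no separate comparison. With the replicate number as a block, edgeR called 50 genes up and 88 down. The largest rise by adjusted p was that of afap1, from 3.58 ± 0.384 to 12.3 ± 1.30 CPM (SD, n = 3 each), with a log2 fold change of 1.78 (SE 0.193, edgeR adjusted p = 0.00465); its WT mean was 8.70 CPM. The log2 fold change was 2.31 for znf395a (SE 0.292) and 1.43 for cyp2ad3 (SE 0.182), both with an edgeR adjusted p of 0.00748, and cyp2ad3 lost its call in 1 of the 9 fits that each left out a library. Relative to *bves* KO, where its mean was 37.0 ± 2.07 CPM (SD, n = 3), tent5c had a log2 fold change of −2.44 (SE 0.178, edgeR adjusted p = 0.000397). The phosphate transporter gene slc20a1b fell from 92.2 ± 8.66 to 17.9 ± 5.00 CPM (SD, n = 3 each), a log2 fold change of −2.36 (SE 0.227, edgeR adjusted p = 0.00226). For hyal2a the fall was from 16.3 ± 2.00 to 2.15 ± 0.306 CPM (SD, n = 3 each), a log2 fold change of −2.92 (SE 0.281, edgeR adjusted p = 0.00226).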

All DEGs are displayed in the heatmaps in Figure 6E. 

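Distances between libraries were computed from the log2 CPM of the 1000 most variable genes. The mean Euclidean distance was 72.6 between the libraries labelled *bves* KO-EX and WT, 64.2 between those libraries and *bves* KO, and 69.2 between *bves* KO and WT. Within a group it was 52.7 in WT, 57.8 in *bves* KO and 58.6 in *bves* KO-EX. Each exercised library was thus nearer to *bves* KO than to WT, with a distance to WT 1.13 ± 0.0555 times its distance to *bves* KO (SD, n = 3). Over the 770 genes called in any of the 3 comparisons, which favour the comparison with the most DEGs, this ratio was 1.44. No test was run on the distances.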

The results indicated that 790 genes were specifically expressed, while 551 genes were not detected in the *bves* KO zebrafish skeletal muscle compared to WT zebrafish. 

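Detection was scored from the deposited TPM, with a gene counted as detected in a group when its mean over the 3 libraries was at least 1 TPM. By this rule 10225 genes were detected in WT and 10464 in *bves* KO, of which 790 were detected in *bves* KO and not in WT and 551 in WT and not in *bves* KO. Most of these genes lay close to the limit. The 790 genes had a median of 1.29 TPM in *bves* KO and 0.763 TPM in WT, 651 of them (82.4%) had a mean under 2 TPM in *bves* KO, and 723 had more than 3 counts in at least one WT library. Of the 790, 32 had 0 counts in every WT library. With edgeR, 690 could be tested and 26 were called DEGs. For the 551 genes the medians were 1.29 TPM in WT and 0.747 TPM in *bves* KO, 31 had 0 counts in every *bves* KO library, and 23 of the 455 tested were DEGs. With a limit of 0.1 TPM the numbers were 1186 and 917. Requiring 1 TPM in every library of the group moved the 790 most, to 1253. Sorting the 6 libraries into other groups of 3 gave between 1002 and 1301 genes detected in one group only, against 1341 for the real groups.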

The *bves* KO-EX zebrafish skeletal muscle exhibited 660 gene specific expressions when compared to both WT and *bves* KO zebrafish (Figure 6F). 

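In the libraries labelled *bves* KO-EX, 10940 genes were detected at a mean of at least 1 TPM. Of these, 660 were detected in neither of the other groups, while 240 genes were detected in *bves* KO alone, 260 in WT alone and 9439 in all 3 groups. The 660 genes had a median of 1.22 TPM in *bves* KO-EX and 0.66 TPM in WT, and 605 of them (91.7%) had a mean under 2 TPM. In WT, 611 of the 660 had more than 3 counts in at least one library and 22 had 0 counts in every library. Among the 581 that could be tested against WT, 62 were DEGs. With a limit of 5 TPM the number fell to 268.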

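The GO and KEGG terms listed for each gene in the deposited tables were used to test the 157 DEGs of *bves* KO against WT for enrichment. A one-sided Fisher's exact test compared them with the tested genes that carry a KEGG term, 7129 genes of which 73 were DEGs, over 165 pathways with 5 to 500 genes. No pathway passed an adjusted p-value of 0.05 (Benjamini-Hochberg), and the smallest unadjusted p was that of the adipocytokine signaling pathway, 0.0199. The adjusted p-values of the pathways marked in Figure 6G were all 1.0. The mTOR signaling pathway held 7 DEGs among its 283 genes (Fisher's exact p = 0.0251, rank 3), of which sgk1, ralgps2, irs2a, deptor, irs1 and hrasa were up and fzd9b was down; sgk1, ralgps2, deptor, hrasa and fzd9b are named only after their values were seen. FoxO signaling held 7 of 313 (p = 0.0403, rank 6, Fisher's exact test), ErbB signaling 4 of 183 (p = 0.117, rank 11) and VEGF signaling 3 of 170 (p = 0.252, rank 27). The DEG list moved these results most. With DESeq2's DEGs, 3 pathways passed, autophagy (Benjamini-Hochberg adjusted p = 0.0149), insulin signaling (0.0178) and herpes simplex virus 1 infection (0.0338), while mTOR signaling held 16 of 381 with an adjusted p of 0.140. With edgeR's DEGs the adjusted p of all of these was 1.0, and with DESeq2 on only the 6 libraries of WT and *bves* KO, an alternative chosen after seeing the data, it was 0.0234 for adipocytokine signaling (0.140 with DESeq2 on all 9), 0.0356 for autophagy and insulin signaling, 0.0539 for herpes simplex virus 1 infection and 0.0607 for mTOR signaling. With limma's camera, which uses no DEG threshold, the genes of FoxO, ErbB and VEGF signaling were shifted up relative to other genes, with median log2 fold changes of 0.09, 0.13 and 0.08 (p = 0.0440, 0.0474 and 0.0640, with the correlation between genes estimated), while the p of mTOR signaling was 0.189. Adjusted over the 165 pathways these p-values were 0.670 for the first 3 and 0.865 for mTOR signaling. Among pathways named for mitochondria or their functions, oxidative phosphorylation held 0 DEGs among 147 genes (p = 1.0, Fisher's exact test), mitophagy 2 of 262 (p = 0.756), fatty acid degradation 1 of 78 (p = 0.554) and apoptosis 4 of 296 (p = 0.360). With DESeq2's DEGs oxidative phosphorylation held 2 of 158 (p = 0.832, Fisher's exact test), mitophagy 9 of 312 (p = 0.180), fatty acid degradation 1 of 99 (p = 0.868) and apoptosis 16 of 416 (p = 0.0101, adjusted p = 0.181, against 1.0 with edgeR's DEGs). In the oxidative phosphorylation set of nuclear genes, 16 of 134 tested genes had an unadjusted edgeR p under 0.05.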

KEGG enrichment analyses of the differentially expressed genes revealed significant alterations in mitochondria related pathways within the *bves* KO zebrafish skeletal muscle. Notably, the *bves* KO-EX group demonstrated significant rescue effects (Figure 6G–I). 

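Of the 157 DEGs of *bves* KO against WT, 116 (73.9%, Wilson 95% confidence interval 66.5% to 80.1%, counting error only) had a smaller fold change against WT in the libraries labelled *bves* KO-EX. Of the 157, 25 also changed back with an edgeR adjusted p under 0.05 between *bves* KO-EX and *bves* KO, 1 changed further, and 94 remained DEGs in the same direction between *bves* KO-EX and WT. Their median absolute log2 fold change was 1.67 in *bves* KO and 1.43 in *bves* KO-EX, in the direction of the change in *bves* KO. Because these genes were chosen for their change in *bves* KO, the share was also computed in other ways. In the mirror comparison, 545 of the 613 DEGs of *bves* KO-EX against WT (88.9%) were nearer WT in *bves* KO. When genes were called on 2 WT and 2 *bves* KO libraries and judged on the left-out library of each and 1 *bves* KO-EX library, a mean of 50.9% were nearer WT (27 combinations of 4 to 339 genes, 31.6% to 80.0%). With the combinations weighted by their genes, a choice made after seeing the data, it was 45.9%. The mean log2 change in the direction called was then 1.24 in the left-out *bves* KO libraries and 1.16 in those of *bves* KO-EX. With each combination counted equally, this mean was 2.55 in the left-out *bves* KO libraries and 2.08 in those of *bves* KO-EX. The same procedure on simulated counts gave 50.3% when *bves* KO-EX was made equal to *bves* KO and 93.1% when it was made equal to WT. Without leaving libraries out, the simulated share with *bves* KO-EX equal to *bves* KO was 52.6%, below the 73.9% observed. The planted changes were all beyond the fold-change threshold, so selection may raise this share less in the simulation than in the data.
Of the genes in Figure 6H besides *bves*, 0 passed an adjusted p under 0.05 in either comparison with *bves* KO, while 4 of the 5 had an unadjusted p under 0.05 against WT and all 5 had one between *bves* KO-EX and *bves* KO. The log2 fold changes of *bves* KO against WT and of *bves* KO-EX against *bves* KO were 1.51 and −1.58 for mapk6 (edgeR adjusted p = 0.0739 and 0.0522), 1.36 and −1.32 for pik3r3a (edgeR adjusted p = 0.0732 and 0.0679), and −1.50 and 1.47 for bcl6b (edgeR adjusted p = 0.0993 and 0.0977). For sgk2b they were 1.25 and −1.32 (edgeR adjusted p = 0.137 and 0.117). These 4 genes were thus nearer WT in the exercised libraries, of which 2 of 3 had *bves* RNA within the WT range. They passed in both comparisons with DESeq2, and mapk6 also with the replicate number as a block (adjusted p = 0.0177 and 0.0164; over its alternatives 0.00211 to 0.135 and 0.000725 to 0.120). In contrast, foxo4 was not called different between *bves* KO and WT (log2 fold change 0.50, edgeR adjusted p = 0.311) and was higher still in *bves* KO-EX, with a log2 fold change against WT of 1.11 (edgeR adjusted p = 0.0285). The pathways marked in Figure 6G were shifted down relative to other genes in the libraries labelled *bves* KO-EX against *bves* KO, with limma camera p = 0.0303 for mTOR, 0.0291 for VEGF, 0.0761 for FoxO and 0.0732 for ErbB signaling (correlation estimated, not adjusted for the number of pathways). The shifts were small, with median log2 fold changes of −0.03, −0.11, −0.06 and −0.11.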

GO enrichment analysis indicated that items related to oxygen concentration ranked the highest. 

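GO terms were tested in the same way, over 2729 terms with 5 to 500 genes and a background of 13875 annotated genes, of which 150 were DEGs of *bves* KO against WT. Collagen fibril organization had the smallest p (3 DEGs among 21 genes, one-sided Fisher's exact p = 0.00143), followed by response to hypoxia (4 of 46, p = 0.00150, odds ratio 8.93). No GO term passed the Benjamini-Hochberg adjustment, and the adjusted p of response to hypoxia was 1.0. Its 4 DEGs, hmox1a, irs2a, loxl2a and ddit3, were all up. Up and down DEGs tested separately moved the term to the first rank among up DEGs (one-sided Fisher's exact test, p = 0.000316, adjusted p = 0.583), and DESeq2's DEGs gave 7 of 55 with an adjusted p of 0.118 at rank 3. Over all alternatives the adjusted p of response to hypoxia ran from 0.0214 (DESeq2 on only the 6 libraries, chosen after seeing the data) to 1.0. The first rank with DESeq2 was held by circadian regulation of gene expression (adjusted p = 0.0443, against 1.0 with edgeR's DEGs). With limma's camera, which tests the whole set without a DEG threshold and allows for correlation between genes, the p of response to hypoxia was 0.0969.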

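Of the 10 oxygen-related genes in Figure 6K, 6 passed an edgeR adjusted p under 0.05 between *bves* KO and WT, all of them higher in *bves* KO. For all 10 genes the 3 *bves* KO libraries did not overlap the 3 WT libraries, which chance gives for 10% of genes, and all 10 passed when adjusted over the list alone; the list was chosen by the paper from these data. The log2 fold change was 2.53 for irs2a (SE 0.323, edgeR adjusted p = 0.00532) and 1.76 for loxl2a (SE 0.230, edgeR adjusted p = 0.00620), and both kept their calls under every alternative and with each library left out. It was 1.29 for ddit3 (SE 0.199, edgeR adjusted p = 0.0149) and 1.37 for irs1 (SE 0.218, edgeR adjusted p = 0.0168), and both lost their calls with total-count scaling and in 4 of the 9 fits that each left out a library. For hmox1a it was 2.03 (SE 0.417, edgeR adjusted p = 0.0476) and for epas1a 1.44 (SE 0.300, edgeR adjusted p = 0.0498), and each lost its call in 7 of those 9 fits and with the replicate number as a block, hmox1a also with only the 6 libraries and epas1a also with total-count scaling. The remaining genes, nrp1a (1.00, edgeR adjusted p = 0.0528), hif1al (1.16, 0.153), igfbp1a (1.64, 0.146) and atp5meb (−1.04, 0.153), passed with DESeq2, and nrp1a also with upper-quartile scaling.
Between the libraries labelled *bves* KO-EX and *bves* KO, 2 of the 10 genes passed, irs1 (log2 fold change −1.08, edgeR adjusted p = 0.0366) and loxl2a (−1.17, edgeR adjusted p = 0.0324), and each lost its call in 6 of the 9 fits that left out a library and with total-count scaling. For irs1 the call was also lost with the replicate block (edgeR adjusted p = 0.0627) and with only the 6 libraries (0.0519), in a range over its alternatives from 5.91e-05 to 0.156. Changes toward WT that did not pass were those of igfbp1a (−1.79, edgeR adjusted p = 0.115), hif1al (−0.61, 0.487), ddit3 (−0.58, 0.174), atp5meb (0.45, 0.600) and epas1a (−0.25, 0.765). Of these, igfbp1a passed with DESeq2 (−1.81, adjusted p = 0.0167, in a range up to 0.170 over its alternatives) and is called in the authors' deposited table. Expression of irs2a, hmox1a and nrp1a did not move toward WT, with log2 fold changes of 0.20, 0.01 and 0.04 against *bves* KO (edgeR adjusted p = 0.829, 0.993 and 0.956); that of hmox1a was below 0 with DESeq2 and with the replicate block. The signs of these changes and of that of epas1a differed between fits that each left out a library. These 3 genes and epas1a still passed between *bves* KO-EX and WT, with log2 fold changes of 2.73 for irs2a, 2.04 for hmox1a, 1.04 for nrp1a and 1.19 for epas1a (edgeR adjusted p = 0.00247, 0.0240, 0.0239 and 0.0452).

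**Figure D2:**
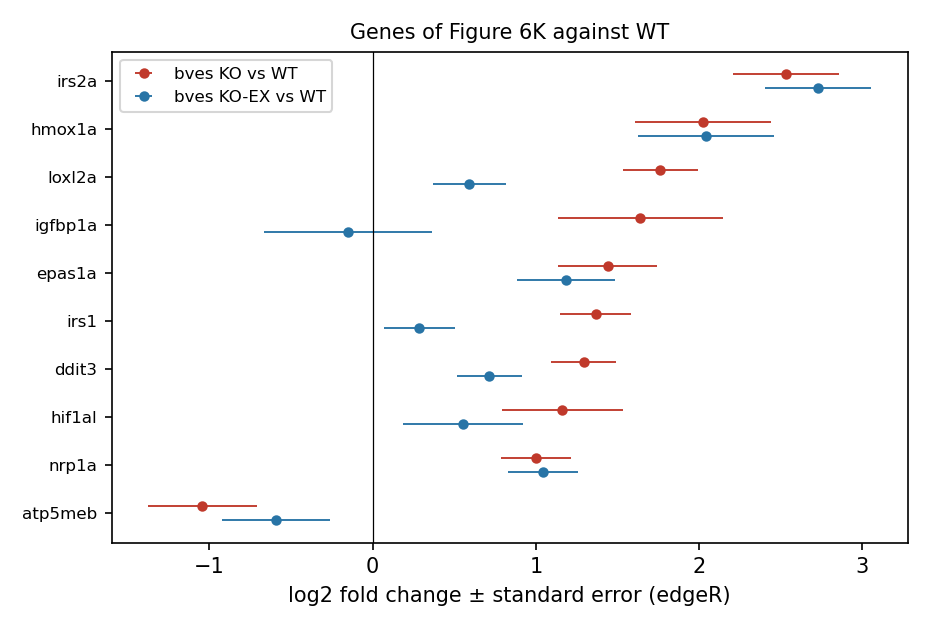
Log2 fold changes against WT of the 10 genes of Figure 6K in *bves* KO (red) and in the libraries labelled *bves* KO-EX (blue), from the edgeR fit of all 9 libraries. Points are estimates and bars their SE; irs2a, hmox1a and nrp1a sit as far from 0 or further in *bves* KO-EX, whereas irs1, loxl2a and igfbp1a sit nearer 0.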

In the *bves* KO group, genes associated with regulating oxygen concentration were dysregulated, but these were effectively rescued in the *bves* KO-EX group (Figure 6J–L). These findings suggest that skeletal muscle atrophy resulting from *bves* deficiency may be closely linked to mitochondrial structure and respiratory function.

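Sets of respiratory chain genes were compared as wholes with limma's camera. Among the 134 tested nuclear genes of the KEGG oxidative phosphorylation pathway, 109 were lower and 25 higher in *bves* KO than in WT. Their median log2 fold change was −0.24 (limma camera p = 0.429, two-sided, with the correlation between genes estimated from the data). Fixing that correlation at 0.01 moved the p-value most, to 3.06e-05. Between the libraries labelled *bves* KO-EX and WT the median was −0.18 (limma camera p = 0.533, correlation estimated), and between *bves* KO-EX and *bves* KO it was 0.04 (limma camera p = 0.954), a median that was −0.13 without *bves* KO-EX replicate 1. The 13 genes of the mitochondrial genome had a median log2 fold change of −0.15 in *bves* KO against WT (limma camera p = 0.814, correlation estimated). All 13 were higher in the libraries labelled *bves* KO-EX than in either other group under each of the 4 scalings tried, with medians of 0.31 against WT (limma camera p = 0.505) and 0.43 against *bves* KO (limma camera p = 0.326, correlation estimated), and 0 passed an adjusted or unadjusted edgeR p under 0.05 with TMM. With total-count scaling 4 had an unadjusted p under 0.05 against WT and 9 against *bves* KO, and with upper-quartile factors 3 and 0, while 0 passed the adjusted p under any of the 4 scalings. With the correlation fixed, these p-values were 0.0298 and 0.00105. From the pathways enriched among its DEGs, the changed oxygen-related genes and their return after exercise, the paper proposes that the muscle atrophy caused by *bves* deficiency may be tied to the structure of mitochondria and to respiration.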

### 2.6. Regular Aerobic Exercise Can Alleviate Reactive Oxygen Species (ROS) and Mitochondrial Structural Abnormalities Caused by bves Deficiency

Skeletal muscle atrophy involves significant remodeling of fibers and is characterized by deficits in mitochondrial content and function. An increase in ROS is a hallmark indicator of mitochondrial dysfunction. The dihydroethidium (DHE) staining results indicated that ROS levels in the skeletal muscle of *bves* KO zebrafish were significantly higher than those in the WT group. In contrast, eight weeks of regular aerobic exercise significantly reduced superoxide (O^2−^) levels in the skeletal muscle tissue (Figure 7A–C and Figure S2). Subsequently, it was assessed whether *bves* KO impairs mitochondrial structure and biogenesis. 

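The 36 genes of Figure S3A were examined in the RNA sequencing data. All 36 had a negative log2 fold change in *bves* KO against WT under each of the 4 scalings tried, with a median of −1.01 and a range from −2.84 to −0.16. An edgeR adjusted p under 0.05 over all tested genes was reached by 4 of them, and 27 had an unadjusted p under 0.05. Adjusted over the list alone, 26 passed, but the list is the paper's own choice from these data. The 3 *bves* KO libraries did not overlap the 3 WT libraries for 26 of the 36, against 10% of genes by chance. DESeq2 moved the number most, to 19 genes. The phosphodiesterase gene pde12 fell from 19.9 ± 5.35 to 4.88 ± 2.49 CPM (SD, n = 3 each), a log2 fold change of −2.03 (SE 0.338, edgeR adjusted p = 0.0233). For timm9, whose product is part of the import machinery of the inner membrane, it was −1.39 (SE 0.233, edgeR adjusted p = 0.0235). The acylglycerol kinase gene agk fell from 10.7 ± 1.97 to 4.34 ± 0.403 CPM (SD, n = 3 each), a log2 fold change of −1.30 (SE 0.227, edgeR adjusted p = 0.0265). The fourth was mpv17l2, with a log2 fold change of −1.57 (SE 0.318, edgeR adjusted p = 0.0447). With each library left out in turn, pde12 lost its call in 3 of 9 fits, timm9 in 4, agk in 5 and mpv17l2 in 8, and agk and mpv17l2 also lost it with total-count scaling, mpv17l2 also with only the 6 libraries and with the replicate number as a block. In the libraries labelled *bves* KO-EX all 36 genes were again lower than in WT under each scaling, with a median of −1.20 with TMM. With TMM 22 of them passed an edgeR adjusted p under 0.05, with upper-quartile factors 19 and with total-count scaling 10. Against *bves* KO, 25 were lower and 11 higher in *bves* KO-EX, and 1 passed, ungb with a further fall (log2 fold change −1.62, edgeR adjusted p = 0.0340).

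**Figure D3:**
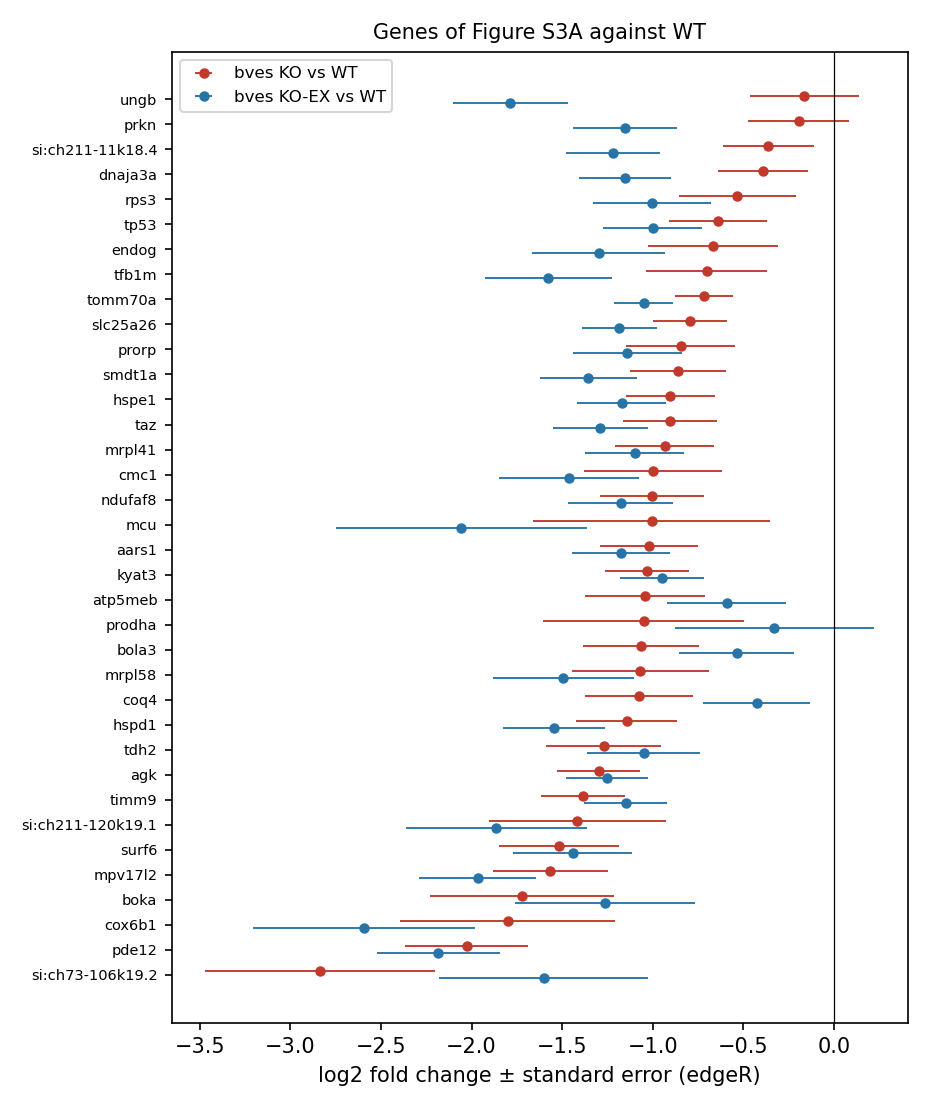
Log2 fold changes against WT of the 36 genes of Figure S3A in *bves* KO (red) and in the libraries labelled *bves* KO-EX (blue), from the edgeR fit of all 9 libraries. Points are estimates and bars their SE; all lie below 0 in both groups, with medians of −1.01 and −1.20.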

The results revealed that genes involved in the regulation of mitochondrial structure and function were downregulated (Figure S3A). The TEM analysis showed that the skeletal muscle mitochondria in WT zebrafish were either short rod-shaped or spherical, characterized by a high quantity of mitochondria, well-organized and abundant cristae, and a dense mitochondrial matrix. In contrast, the skeletal muscle mitochondria in *bves* KO zebrafish exhibited severe abnormalities, including swelling; membrane rupture; loss of cristae; matrix lysis; reduced quantity; and increased mitochondrial Feret diameter, perimeter and area (Figure 7D–F and Figure S3B–F). These results suggest that the absence of *bves* impairs membrane localization signals and affects the integrity of mitochondrial membrane structure.

### 2.7. Regular Aerobic Exercise Can Alleviate Mitochondrial Respiratory Dysfunction Caused by bves Deficiency

We utilized an O2K cell energy metabolism detector to quantitatively assess mitochondrial respiratory function. Datlab7 software (https://www.oroboros.at/index.php/datlab-7-4-download/, accessed on 2 September 2025) was employed for real-time tracking of mitochondrial respiration and oxygen consumption rates (Figure 8A). Further analysis of mitochondrial respiratory chain function indicated that *bves* knockout resulted in a systematic impairment of respiratory chain function (Figure 8B). Statistical results demonstrated that, compared to the WT group, the *bves* KO group exhibited a significant decrease in the activity of mitochondrial complex I, oxidative phosphorylation levels of mitochondrial complex I and complex I+II, maximum electron transfer chain (ETC) capacity, and ATP production levels. Notably, it is noteworthy that the mitochondrial respiratory function in the *bves* KO-EX group was partially restored (Figure 8C).

Further Western blot analysis revealed that *bves* gene deletion significantly upregulated the expression of the skeletal muscle atrophy protein Fbxo32 in zebrafish. However, after 8 weeks of regular aerobic exercise, the Fbxo32 protein levels in the *bves* KO-EX group were nearly restored to normal (Figure 9A,B). Subsequently, we assessed the expression levels of five complexes in the mitochondrial respiratory chain. The results demonstrated that in the *bves* KO group, the expression of mitochondrial complex I (Ndufa4), mitochondrial complex II (Sdha), mitochondrial complex III (Uqcrh), mitochondrial complex IV (Mt-co2), and mitochondrial complex V (Atp5a1) all showed an upregulation trend (Figure 9A,C–G). The raw results of all proteins are in Supplementary File S1—Original Protein Results. We speculate that the absence of *bves* leads to mitochondrial membrane swelling and rupture and impaired mitochondrial oxidative respiration function, and it may activate intracellular metabolic compensation mechanisms, resulting in an upregulation trend of electron transport chain complex proteins on the mitochondrial inner membrane. In summary, these results indicate that *bves* deficiency causes an imbalance in the expression of oxidative respiration-related proteins. However, it is noteworthy that the mitochondrial complex levels in most of the *bves* KO-EX group were effectively restored.

The results indicated that aerobic exercise reversed skeletal muscle atrophy induced by *bves* deficiency by restoring protein expression levels of mitochondria-related genes, maintaining mitochondrial structural integrity and rehabilitating the function of the oxidative phosphorylation (OXPHOS) pathway. This finding confirms that the deletion of *bves* results in impaired membrane localization signals and a significant loss of mitochondrial cristae, thereby driving the molecular mechanism of muscle atrophy through the disruption of mitochondrial respiratory function.

## 3. Discussion

Although previous studies have indicated that pathogenic variants of the *bves* gene are associated with LGMDR25, the underlying pathological mechanisms remain unclear. In this study, we elucidate the role of *bves* in regulating mitochondrial structural function and the architecture of skeletal muscle fibers in the context of skeletal muscle atrophy. Our findings demonstrate that *bves* is essential for preserving both the morphology and functionality of skeletal muscle fibers. 

The absence of *bves* resulted in the loss of membrane localization signals in zebrafish skeletal muscle cells, which was accompanied by a significant decrease in skeletal muscle mass and swimming capacity. Importantly, our data demonstrate that *bves* KO zebrafish exhibit impaired mitochondrial morphology and function, as evidenced by extensive loss of mitochondrial cristae membranes, compromised mitochondrial respiratory function, and reduced expression of numerous mitochondria-related genes. This impairment may significantly contribute to skeletal muscle atrophy. Therefore, these findings reveal the crucial role of Bves in protecting mitochondrial function, and maintaining skeletal muscle mass and strength, as well as the pathological mechanisms by which *bves* variants or knockout lead to skeletal muscle atrophy. After an 8-week regular aerobic exercise intervention, we observed a significant increase in mitochondrial numerical density in the skeletal muscle of zebrafish, a rise in the percentage of normal-shaped mitochondria, and restoration of the expression levels of several genes related to oxygen concentration regulation. Additionally, regular aerobic exercise specifically enhanced the protein expression of mitochondrial complexes, indicating that it may improve mitochondrial oxidative respiratory function by enhancing the assembly efficiency of the terminal complexes in the electron transport chain. In summary, regular aerobic exercise can effectively ameliorate skeletal muscle atrophy and mitochondrial dysfunction caused by *bves* deficiency.

Human genetic disorders associated with Bves variants underscore the critical role of Bves in the maintenance of skeletal muscle mass and function. Variant or knockout of Bves are linked to LGMDR25, a primary cause of skeletal muscle atrophy. Under normal conditions, the Popeye domain-containing 1 (*popdc1*, *bves*) gene encodes a plasma membrane-localized cAMP-binding protein that is highly expressed in striated muscle. In animal models, Bves serves as an essential regulator of the structure and function of both cardiac and skeletal muscle. Research shows that the skeletal muscle of *popdc1*^S201F^ patients exhibits impaired membrane trafficking. Therefore, we hypothesize that in the WT group of zebrafish, Bves activates the expression of downstream mitochondria-related genes, promotes nuclear signaling, thereby maintaining the homeostasis of mitochondrial structure and function. In this context, the various complex proteins within the mitochondrial electron transport chain are normally expressed, and the oxidative phosphorylation process proceeds without disruption, with ROS production remaining within normal limits. Conversely, in *bves* KO zebrafish, the absence of *bves* leads to impaired downstream signaling, disruption of mitochondrial structure and function, significantly reduced levels of oxidative phosphorylation, excessive ROS production, and spillover into the cytoplasm and nucleus. This cascade of events results in skeletal muscle fiber atrophy and diminished swimming ability. Furthermore, an 8-week regular aerobic exercise intervention effectively rescues the expression levels of mitochondria-related genes and various complex proteins in the electron transport chain, leading to a partial restoration of mitochondria and skeletal muscle structure and function, alleviating symptoms of skeletal muscle atrophy and improving the swimming ability of zebrafish (Figure 10).

In summary, our results indicate that Bves is a crucial protein responsible for maintaining skeletal muscle mass and mitochondrial function. A deficiency in *bves* leads to severe mitochondrial dysfunction in skeletal muscle, damage to skeletal muscle fibers, and a decline in swimming ability in zebrafish. Regular aerobic exercise can effectively alleviate the pathological symptoms in skeletal muscle caused by the absence of *bves*. However, this study has some limitations: (1) Our research did not utilize zebrafish with skeletal muscle-specific *bves* knockout. (2) The direct impact of *bves* deficiency on the structure and function of mitochondria, a subcellular organelle in skeletal muscle, was not assessed. In *bves* KO zebrafish skeletal muscle, mitochondrial dysfunction and reduced oxidative respiratory capacity indicate impaired muscle metabolism. Whether the absence of *bves* further exacerbates skeletal muscle atrophy symptoms by affecting metabolism requires further exploration. Despite these limitations, we believe our study provides new insights into the mechanisms by which *bves* deficiency induces LGMDR25.

## 4. Materials and Methods

### 4.1. Animal Experiments

WT male and female zebrafish (AB strain) were obtained from the National Zebrafish Resource Center in Wuhan, China. The *bves* KO male and female zebrafish were generated in our laboratory using the CRISPR/Cas9 gene editing system. Following the crossbreeding of male and female zebrafish, the knockout effect was verified in the offspring, and 12-month-old male zebrafish were utilized for the experiments. All zebrafish were maintained in the Aisen Zebrafish Breeding System at the College of Life Sciences, Hunan Normal University. The rearing conditions included a water temperature of 28 ± 1 °C and a light/dark cycle of 14/10 h. Animal experiments were conducted in accordance with the “Guidelines for Proper Conduct of Animal Experiments” established by the Chinese Science Committee and received approval from the Ethics Committee of Hunan Normal University (Approval Number: 2025/886).

### 4.2. RNA Probe Synthesis and WISH

Whole-mount in situ hybridization (WISH) of zebrafish embryos [21,22] was conducted using digoxigenin-labeled antisense RNA probes. Total RNA was extracted from wild-type zebrafish tissues utilizing an RNA extraction kit (Fastagen, Shanghai, China, Cat#:220011), followed by the construction of a cDNA library using a reverse transcription kit (Takara, Kyoto, Japan, Cat#:RR036A-1). To create the probe, the exon sequence of the antisense probe for *bves* was amplified from cDNA via polymerase chain reaction (PCR) and subsequently transcribed into digoxigenin-labeled antisense RNA probes using an RNA transcription kit (Promega, Wi, USA, Cat#:P1440) along with Anti-Digoxigenin-AP Fab fragments (Roche, Basel, Switzerland, Cat#:11093274910). The primer sequences employed were as follows: *bves*-WISH-F: 5′-atccgcgctgccctccag-3′; *bves*-WISH-T7R:5′-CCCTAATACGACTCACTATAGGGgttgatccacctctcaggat-3′. Zebrafish embryos were subjected to fixation at certain developmental stages using a 4% paraformaldehyde solution (biosharp, Hefei, China, Cat#:BL539A). Following the fixation process, the embryos were preserved in 100% methanol (Foton, Wuhan, Hubei, Cat#:FP486B51602) to ensure the integrity of the samples for further analysis. To investigate the expression of the *bves* mRNA, WISH was performed. The results of this analysis were documented through images captured with a fluorescence microscope, specifically the Leica M205FA model, which is based in Wetzlar, Germany. The imaging process utilized Leica Application Kit software, version 3.2.0, to facilitate high-quality visual representations of the findings.

### 4.3. CRISPR/Cas9-Mediated bves Gene Knockout

The CRISPR/Cas9 gene editing system was employed to knock out the *bves* gene in zebrafish. To facilitate this process, polymerase chain reaction (PCR) was conducted using the P42250 plasmid as the template for synthesizing the single guide RNA (sgRNA). The reverse primer used in this reaction was sgRNA-R, a universal R-terminal primer specifically designed for the target site, which is detailed in Table S1. Additionally, two forward primers, sgRNA-primer-F1 and sgRNA-primer-F2, were also utilized; these primers contained both the T7 promoter and the target gene sequence necessary for effective sgRNA synthesis, as noted in Table S1. The synthesis of the sgRNA was carried out through in vitro transcription with the Riboprobe^®^ System-T7 Transcription Kit (Promega, Wi, USA, Cat#:P1440). The resulting sgRNAs were formulated at a final concentration of 20 ng/µL each. These sgRNAs were co-injected along with the Invitrogen TrueCut Cas9 v2 (Thermo Fisher Scientific, MA, USA, Cat#:A36499), which was used at a final concentration of 300 ng/µL, into one-cell-stage fertilized zebrafish eggs. The sgRNAs were specifically designed to exploit the capabilities of CRISPR/Cas9 technology to induce frameshift mutations within the coding sequence of the *bves* gene through the mechanism of non-homologous end joining [23,24,25]. This targeted approach resulted in the introduction of a frameshift mutation that created a premature stop codon, effectively halting protein translation. Following the injections, embryos that survived and showed signs of chimerism were mated with WT zebrafish. The subsequent offspring, which carried partial deletion mutant alleles of the *bves* gene, underwent sequencing to confirm the genetic modifications. The genotyping for the *bves* KO lines was effectively conducted using the designated forward and reverse primers, *bves*-KO-F and *bves*-KO-R, respectively, as illustrated in Table S1.

### 4.4. Behavioral Tests

The locomotor behavior of zebrafish embryos was monitored and analyzed using the high-throughput monitoring equipment of the ViewPoint ZebraLab zebrafish behavior analysis system [26] and its associated software. ZebraLab is an innovative research solution developed by ViewPoint, a company based in Lyon, France, specifically for zebrafish behavior research. This video tracking system enables the automated tracking and analysis of zebrafish movement, activity, and behavior, allowing for precise tracking and recording of the behavioral trajectories of 6 to 96 zebrafish embryos and larvae simultaneously. In this experiment, zebrafish larvae from different groups were placed into a 24-well cell culture plate containing embryo culture medium, with 12 wells designated for the WT control group larvae and the remaining 12 wells for the experimental group larvae, with one larva per well. The behavioral movements of zebrafish embryos were detected at 4, 6, 8, and 10 dpf. The total distance traveled by the larvae at different speeds, the total duration of movement at various speeds, and the number of movements within a 5 min period were recorded.

Behavioral analysis of adult zebrafish was conducted using LoliTrack (Tjele, Denmark) [27]. This device is equipped with a USB industrial color camera that monitors behavior by leveraging the distinct color contrast between the zebrafish and their surrounding environment. The measured parameters include speed, acceleration, travel distance, travel direction, effective and inactive time, as well as exhaustive swimming time. In summary, zebrafish are placed in a glass container filled with system water, and after a period of acclimatization, photographs are taken under a microscope in a quiet and undisturbed manner. Following the recording, the video is imported into LoliTrack software (version 4, Tjele, Denmark) for the analysis of the trajectory map, average speed, and total distance.

### 4.5. Critical Swimming Speed (Ucrit) and Exercise Training of Zebrafish

The critical swimming speed of zebrafish represents the maximum aerobic exercise capacity. It is generally believed that 40–60% Ucrit corresponds to moderate-intensity aerobic exercise, while approximately 80% Ucrit corresponds to high-intensity aerobic exercise. The Ucrit [28] of zebrafish was measured using the Loligo swim respirometer (Tjele, Denmark) [29], which is equipped with a DAQ-BT control unit and AutoRespTM software (version 2.2.2, Tjele, Denmark). The system consists of a 20 L water tank that contains a 170 mL enclosed swimming channel, supplying oxygenated recirculating water at a temperature of 28 ± 0.5 °C. Following a 24 h fasting period, zebrafish were placed in the Loligo swim respirometer for a 30 min acclimation period. Testing was conducted according to established procedures and parameters until the zebrafish reached exhaustion. The measurement data were subsequently exported, calculated, plotted, and analyzed. In this study, when devising a swimming exercise protocol for *bves* KO zebrafish, it was found that under the high-intensity aerobic exercise system, the water flow was turbulent, causing zebrafish to easily stick to the wall and avoid reverse swimming training. Therefore, a moderate-intensity (40–60% Ucrit) training mode was ultimately selected.

Twelve-month-old zebrafish with similar body size and weight were selected as experimental subjects. Under the same feeding conditions, they were divided into the WT group (*n* = 20), the *bves* KO group (*n* = 20), and the *bves* KO-EX group (*n* = 20). The exercise intervention protocol was optimized based on references [20,30]. Zebrafish in the *bves* KO-EX group underwent progressive training in swimming tunnels, with water flow velocity set at 40% of critical swimming speed (approximately 10 cm/s) during weeks 1–2, and gradually increased to 60% of the critical swimming speed (approximately 16 cm/s) during weeks 3–8. The training consisted of 3 consecutive days (1.5 h per day, including a 30 min adaptation period when flow velocity increased) followed by 1 rest day. During the training period, the WT and *bves* KO groups were housed in the same recirculating water system without electrical stimulation. Subsequently, the zebrafish were euthanized by rapid freezing in ice water. Skeletal muscle tissues were collected from the dorsal fin to the caudal fin region, immediately flash-frozen in liquid nitrogen, and stored at −80 °C for subsequent molecular biological analyses.

### 4.6. Histological Analysis

The skeletal muscle tissue of zebrafish was transversely sectioned into thin slices following a series of preparatory processes. H&E staining [31] and WGA staining [32] were performed to observe and quantify the size, Feret diameter, and area of skeletal muscle fibers. Masson staining was conducted to evaluate collagen deposition. ImageJ software (version 5.0) was utilized to calculate the area of muscle fibers. The calculation method was as follows: WGA-stained muscle fiber images were imported into ImageJ, and the image scale was set according to the scale information provided in the images. The images underwent preprocessing, and the threshold was adjusted to distinguish muscle fibers from the background. The “Analyze Particles” function, with appropriate parameters, was employed to automatically measure and label the area of muscle fibers, and the results were subsequently exported for analysis. The average muscle fiber area was determined from three randomly selected images per zebrafish, calculated based on 50 to 80 fibers per image.

### 4.7. Transmission Electron Microscope

Transmission electron microscopy [33,34] was employed to examine the skeletal muscle structure and its internal ultrastructure. Following the dissection process, zebrafish skeletal muscle tissues were subjected to a fixation procedure using an electron microscopy fixative for 24 h. This initial fixation step was crucial for preserving the structural integrity of the tissues. After fixation, the tissues were thoroughly washed with saline to eliminate any residual fixative, and subsequently immersed in a 1% osmium tetroxide solution for an additional 2 h. Osmium tetroxide acts as a secondary fixative that enhances contrast during electron microscopy imaging. Upon completion of the osmium tetroxide fixation, the tissues were washed repeatedly to ensure the removal of excess fixative. The samples were then subjected to a dehydration process before being embedded in epoxy resin, which provides a robust medium for further processing and fixation. The embedding procedure involved polymerizing the tissues in an oven maintained at 65 °C for 48 h, ensuring adequate permeation of the resin into the tissue. After polymerization, the resin-embedded tissues were sectioned into thin slices measuring 80 nanometers in thickness. The slices were subsequently stained with uranyl acetate and lead citrate, a procedure essential for enhancing electron density and contrast in the images obtained through transmission electron microscopy. In analyzing the resulting images, only mitochondria occupying more than half of the image area were counted as a single entity, while those occupying less than half were excluded from the analysis. To quantify mitochondrial area and length, ImageJ software (version 5.0) was utilized. The analytical process commenced by opening the representative mitochondrial images in ImageJ, where the image scale was calibrated using the straight-line tool. Subsequently, the straight-line tool was employed to measure mitochondrial length, and appropriate tools were selected to delineate the measurement area based on the unique shapes of the mitochondria. The final step involved exporting the measurement data for further analysis, ensuring precise quantification of mitochondrial parameters.

### 4.8. RNA-Seq-Based Transcriptome Analysis

Skeletal muscle tissues were dissected from various groups of zebrafish, with two skeletal muscle samples from each group placed in individual EP tube, constituting one biological replicate. Three tubes were randomly collected from each group and stored at −80 °C. Subsequent RNA sequencing was conducted at Majorbio (Shanghai, China), with data analysis was conducted on the Majorbio Cloud platform. Differentially expressed genes (DEGs) were analyzed using DESeq, applying screening criteria of |log2FC|> 2.0 and *p* < 0.05. The RNA-Seq results for the WT group, *bves* KO group, and *bves* KO-EX group can be found at the following website: https://www.ncbi.nlm.nih.gov/geo/ (GSE325211), accessed 20 May 2025. The volcano plot of DEGs was generated using three software packages: DESeq2 (version 1.57.1) [35], DEGseq (version 1.56.0) [36], and edgeR (version 4.0.1) [37]. Genes and transcripts exhibiting similar expression patterns may have analogous functions or be involved in the same metabolic processes or cellular pathways. Based on the expression levels of genes and transcripts across different samples, the distances between genes/transcripts or samples were calculated, followed by an iterative clustering approach. Gene Ontology (GO) enrichment analysis was performed using Goatools software (https://github.com/tanghaibao/GOatools, version 0.6.9, accessed 20 May 2025) [12]. When the adjusted *p*-value (FDR) was lower than 0.05, they were considered significantly enriched, sufficient to exhibit GO functions. The KEGG pathway enrichment analysis was conducted using the R language. The calculation principle was similar to that of GO function enrichment analysis, with *p* < 0.05 as the criterion.

### 4.9. ROS Detection

The measurement of ROS content by was conducted using DHE staining [30,38]. DHE penetrates cells freely and, in the presence of superoxide anions, undergoes dehydration to form ethidium bromide. This compound binds to RNA or DNA, resulting in the emission of red fluorescence. An elevated level of superoxide anions within cells leads to the generation of increased amounts of ethidium bromide, which correlates with a stronger red fluorescence signal. Briefly, the sections were outlined with an immunohistochemical pen, and a diluted DHE staining solution (Sigma, Darmstadt, Germany, Cat#:D7008) was applied to the marked areas. Nuclei were subsequently stained with DAPI staining solution. The positive areas were quantified using ImageJ software (Version 5.0). The quantification process involved converting the images to grayscale, followed by setting a threshold to differentiate positively stained areas from the background based on visual inspection and comparison with the original images. Regions of interest corresponding to the DHE-stained positive areas were automatically delineated. The parameters measured included area, average grayscale value, and threshold limits, which provided comprehensive insights into the distribution and intensity of ROS. The data were collected from five randomly selected images for each zebrafish.

### 4.10. Measurement of Mitochondrial Respiratory Function

Mitochondrial respiratory parameters in zebrafish skeletal muscle were measured using the Oxygraph-2K high-resolution respirometry system [39,40]. The muscle tissue was cryogenically ground and subsequently added to the sample chamber. Sequential additions of pyruvate, malate, glutamate, and ADP were performed to evaluate the activity of mitochondrial respiratory complex I (Cox I). Cytochrome C was incorporated to assess mitochondrial membrane integrity. Succinate was introduced to analyze the activities of mitochondrial complexes I and II (Cox I + II). The uncoupler CCCP was added to evaluate the capacity of the electron transport chain. Additionally, rotenone and antimycin A were injected to inhibit Cox I and Cox III, respectively.

### 4.11. Real-Time Quantitative PCR

To assess gene expression, RT-qPCR was utilized. Each group comprised three biological replicates (with each biological replicate representing skeletal muscle tissue dissected from an individual fish) and four technical replicates. Total RNA was extracted using the Novozyme Universal RNA Extraction Kit (Vazyme, Düsseldorf, Germany, Cat#:RC112-01). Subsequently, the total RNA was reverse transcribed into complementary DNA (cDNA) using the PrimeScript RT kit (Takara, Kyoto, Japan, Cat#:RR036A-1) as a template for RT-qPCR. The expression levels of target genes were normalized against the internal control *actb1* (also referred to as *β-actin*, which serves as a commonly used reference gene due to its relatively stable expression across various tissues and cell types. RT-qPCR was conducted using the QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA) and QuantStudio Design along with Analysis Software (version 1.5.2). Detailed information regarding the primers for target genes is provided in Table S2. Relative gene expression values were calculated using the ΔΔCT method.

### 4.12. Western Blot Experiment

Total protein was extracted from skeletal muscle dissected from various groups of zebrafish. After weighing the tissues, they were homogenized under low-temperature conditions. A protein lysis buffer was added in proportion, followed by vortexing and centrifugation. The samples were then shaken for 10 min at 4 °C, sonicated, mixed with loading buffer through vortexing, boiled for 10 min, and centrifuged at 4 °C for an additional 10 min to collect the supernatant. Proteins were separated by SDS/PAGE and subsequently transferred onto PVDF membranes. The membranes were blocked with 5% milk at room temperature for 1 h and incubated with primary antibodies overnight at 4 °C. The following day, after washing the membranes three times with TBST solution, they were incubated with appropriate secondary antibodies for 1 h. After three additional washes, protein levels were detected using a gel imaging analyzer. Blots were normalized to Tubulin (marker band gradient is shown in Supplementary File S1—Original Protein Results). ImageJ software version 5.0 (NIH, Bethesda, MD, USA) was utilized for protein band analysis. Antibody information is provided in Table S3.

### 4.13. Statistical Analysis

Statistical analysis of the experimental data was performed using GraphPad Prism version 11.0.1. The data are presented as mean ± standard error of the mean (SEM). Comparisons between two groups were conducted using independent sample *t*-tests. Multiple comparisons among three groups were analyzed using one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test. The significance threshold was set at *p* < 0.05.

## Figures and Tables

**Figure 1:**
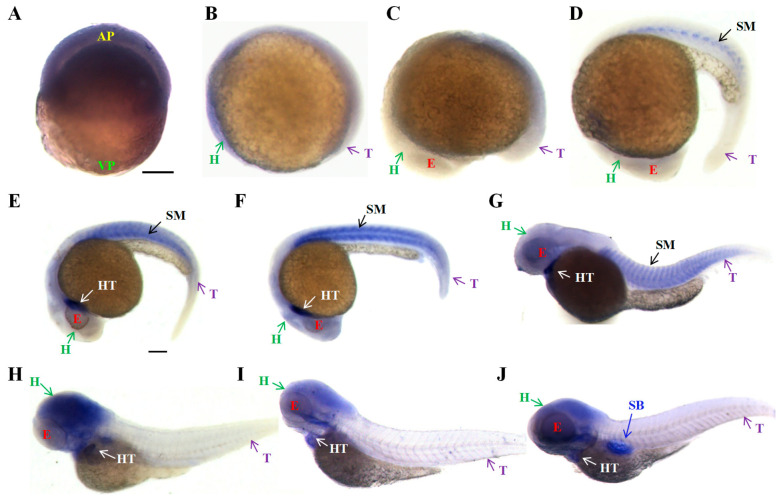
Illustrates the spatiotemporal expression pattern of *bves* in zebrafish embryos as observed through WISH. (**A**) At the 40% epiboly stage, *bves* exhibits ubiquitous expression. (**B**) At the 90% epiboly stage, expression remains ubiquitous. (**C**) By 10 ss, expression is low in the head but high in the dorsal and tail regions. (**D**) At 21 ss, *bves* expression is noted in the head, cardiac primordium, and skeletal muscle. (**E**) At 26 ss, high expression persists in the head, heart, and skeletal muscle. (**F**) At 24 h post-fertilization (hpf), *bves* shows high expression in the head, heart, and skeletal muscle. (**G**) At 48 hpf, expression remains high in the head, heart, and skeletal muscle. (**H**) By 3 dpf, high expression is observed in the head and heart, with downregulated expression in the tail skeletal muscle. (**I**) At 4 dpf, high expression continues in the head and heart, with further downregulation in the tail skeletal muscle. (**J**) By 5 dpf, *bves* is highly expressed in the head, heart, and swim bladder, while expression in the tail skeletal muscle remains downregulated. Abbreviations used are as follows: AP: animal pole. VP: vegetal pole; H: head; T: tail; E: eyes; SM: skeletal muscle; HT: heart; SB: swim bladder. Scale bar = 250 μm.

**Figure 2:**
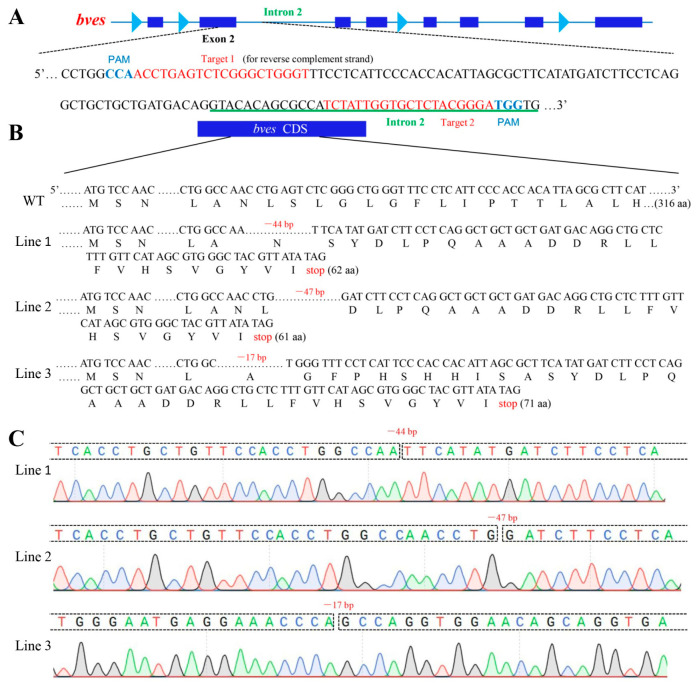
Illustrates the schematic diagrams related to the knockout of the *bves* gene in zebrafish. (**A**) The diagram depicts the sgRNA targeting strategy for the *bves* gene knockout. The blue horizontal line signifies the genomic DNA of *bves*, while the blue rectangles represent the exons of the *bves* gene. The target site sequence is indicated in red font, and the protospacer adjacent motif (PAM) is denoted in blue font. (**B**) This diagram outlines the three heritable mutant alleles of *bves* generated through gene knockout, along with their corresponding encoded protein sequences. (**C**) The sequencing peak diagram for the three *bves* mutant alleles is presented, where the bases A, G, C, and T are represented by green, black, blue, and red curves, respectively.

**Figure 3:**
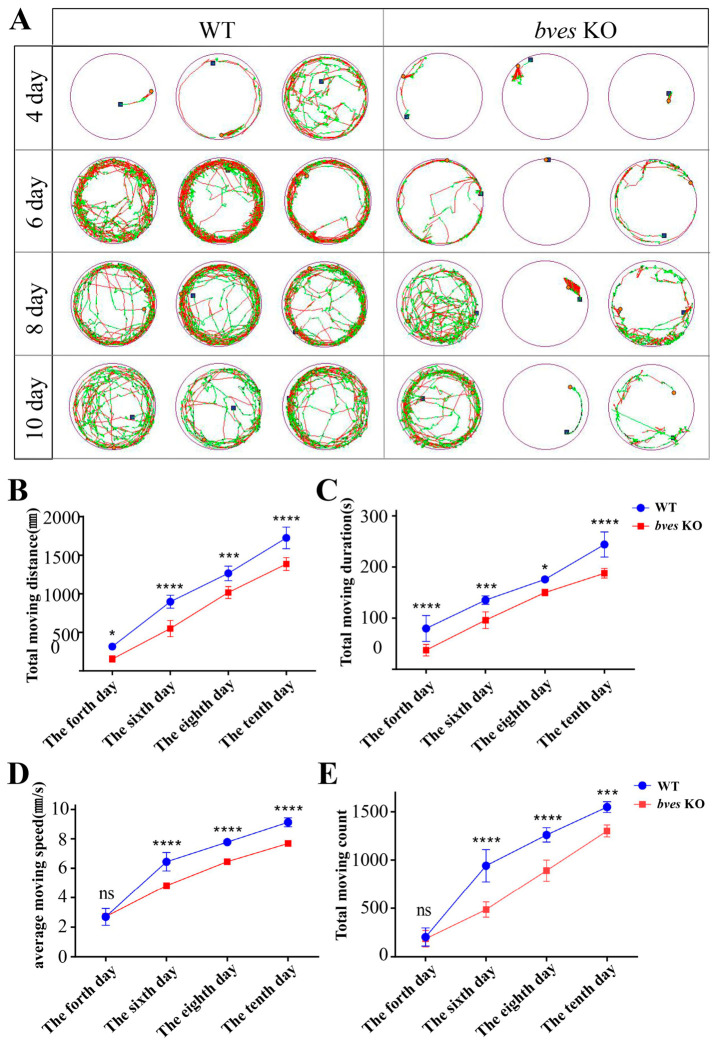
Illustrates the behavioral trajectory of early zebrafish with *bves* gene knockout. The mobile trajectory was significantly reduced in the *bves* KO zebrafish. (**A**) The movement trajectories of zebrafish in different groups. The blue square indicates the starting point, while the orange dot represents the ending point. The red and green lines denote different speeds of the trajectories; the green line indicates medium relative speed, whereas the red line indicates a higher relative speed. (**B**) The total movement distance of zebrafish in different groups. (**C**) The total movement duration of zebrafish in different groups. (**D**) The average movement speed of zebrafish in different groups. (**E**) The total movement count of zebrafish in different groups. The blue line represents the WT group, and the red line represents the *bves* KO group. Data are presented as mean ± SEM. Statistical significance is indicated as * *p* < 0.05, *** *p* < 0.001 and **** *p* < 0.0001. A t-test was employed for statistical analysis.

**Figure 4:**
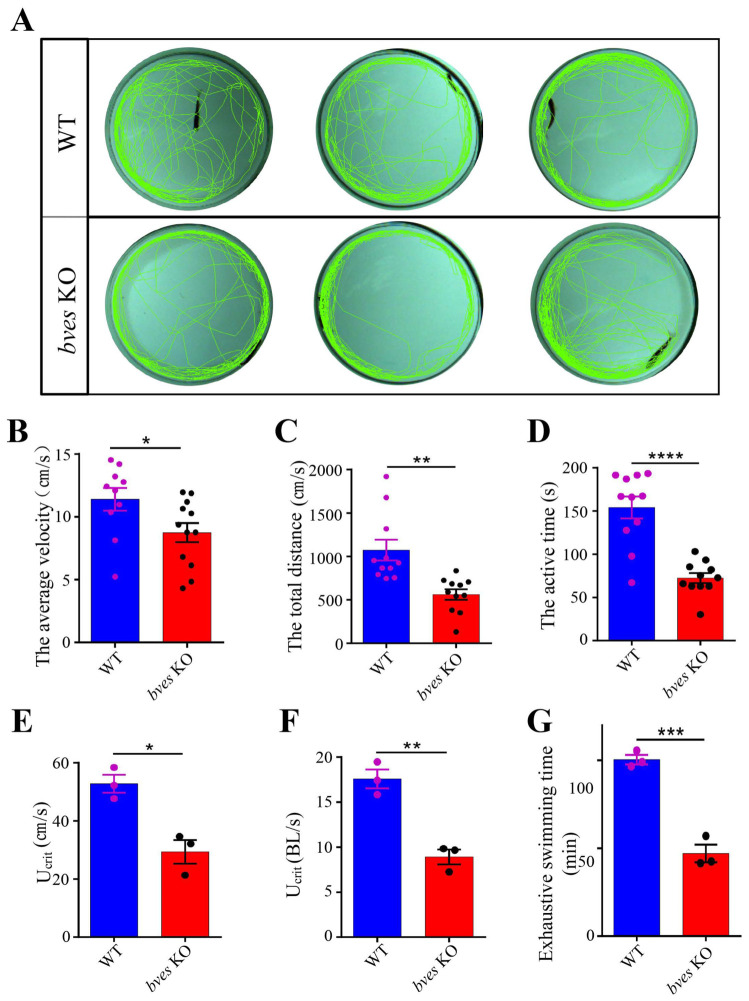
Illustrates the analysis of the movement trajectory and capabilities of adult zebrafish. (**A**) Movement trajectories were recorded (*n* = 11). (**B**) The average velocity of movement was calculated. (**C**) The total distance traveled was measured. (**D**) The active duration of movement was determined. (**E**–**G**) Ucrit, Ucrit-r, and exhaustive swimming time were evaluated using the Loligo System (*n* = 3). Data are presented as mean ± SEM. Statistical significance is indicated as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001. A *t*-test was employed for statistical analysis.

**Figure 5:**
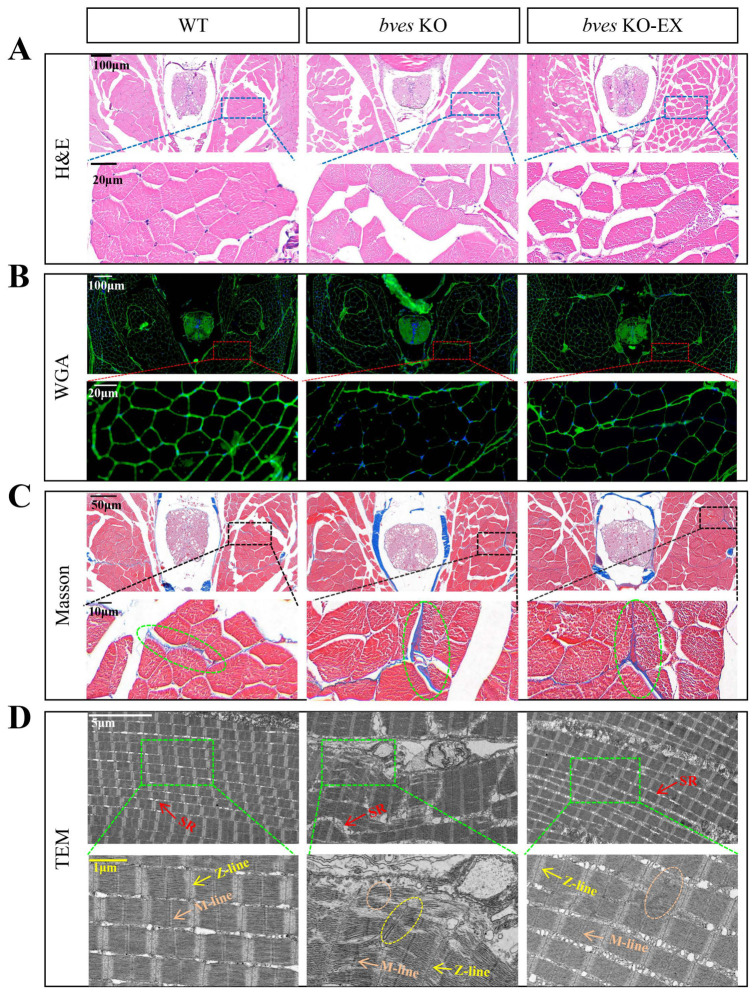
Regular aerobic exercise mitigates skeletal muscle atrophy in *bves* KO zebrafish. (**A**) Displayed are representative micrographs of H&E stained sections, with a scale bar of 100 μm, along with an enlarged view at a scale bar of 20 μm. (**B**) Representative micrographs of WGA stained sections are shown, with a scale bar of 100 μm, and an enlarged view at a scale bar of 20 μm. (**C**) Masson staining was performed to assess collagen deposition, featuring a scale bar of 50 μm and an enlarged view at a scale bar of 10 μm (*n* = 3). (**D**) TEM was utilized to examine the ultrastructure of skeletal muscle, with a scale bar of 5 μm and an enlarged view at a scale bar of 1 μm; SR indicates the sarcoplasmic reticulum.

**Figure 6:**
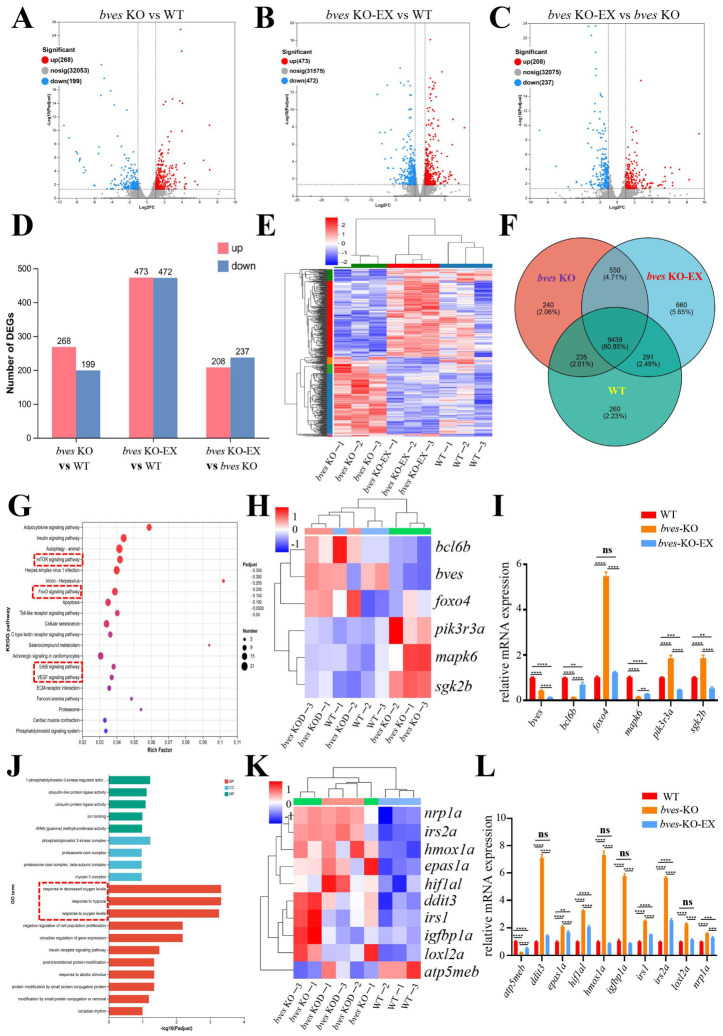
RNA-Seq analysis of the mechanisms underlying muscle atrophy in *bves* KO zebrafish. (**A**–**C**) The volcano plot displays DEGs, where blue dots indicate downregulated genes, red dots signify upregulated genes, and gray dots represent genes exhibiting no significant expression differences across various conditions (significance threshold: |log2FC| > 2.0 and *p* < 0.05). (**D**) Statistical results for DEGs are presented. (**E**) A heatmap of DEGs is shown, with rows representing genes and columns representing samples. The red and blue colors denote high and low expression levels, respectively, while darker colors indicate more pronounced significant differences. (**F**) A Venn diagram depicts the total number of identified genes. (**G**) KEGG pathway enrichment analysis highlights the top 20 pathways, where dot size corresponds to the number of enriched genes and color intensity reflects the level of significance. Red boxes indicate significantly altered signaling pathways related to mitochondrial function. (**H**) The DEGs clustering heatmap illustrates signaling pathways associated with mitochondrial function. (**I**) Quantitative real-time reverse transcription polymerase chain reaction (RT-qPCR) validation confirms the mRNA expression levels of mitochondrial related DEGs. (**J**) GO functional enrichment analysis presents the top 20 categories, including Biological Process (BP), Cellular Component (CC), and Molecular Function (MF). Red boxes highlight entries associated with oxygen concentration (e.g., ‘response to decreased oxygen levels’, ‘response to hypoxia’). (**K**) The DEGs clustering heatmap for oxygen concentration terms are displayed. (**L**) RT-qPCR validation further confirms the mRNA expression levels of oxygen concentration related DEGs (*n* = 6). Statistical significance was determined using one-way analysis of variance (ANOVA), followed by Tukey’s test for pairwise comparisons. Data are presented as mean ± standard error of the mean (SEM). ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ns indicates no significant difference.

**Figure 7:**
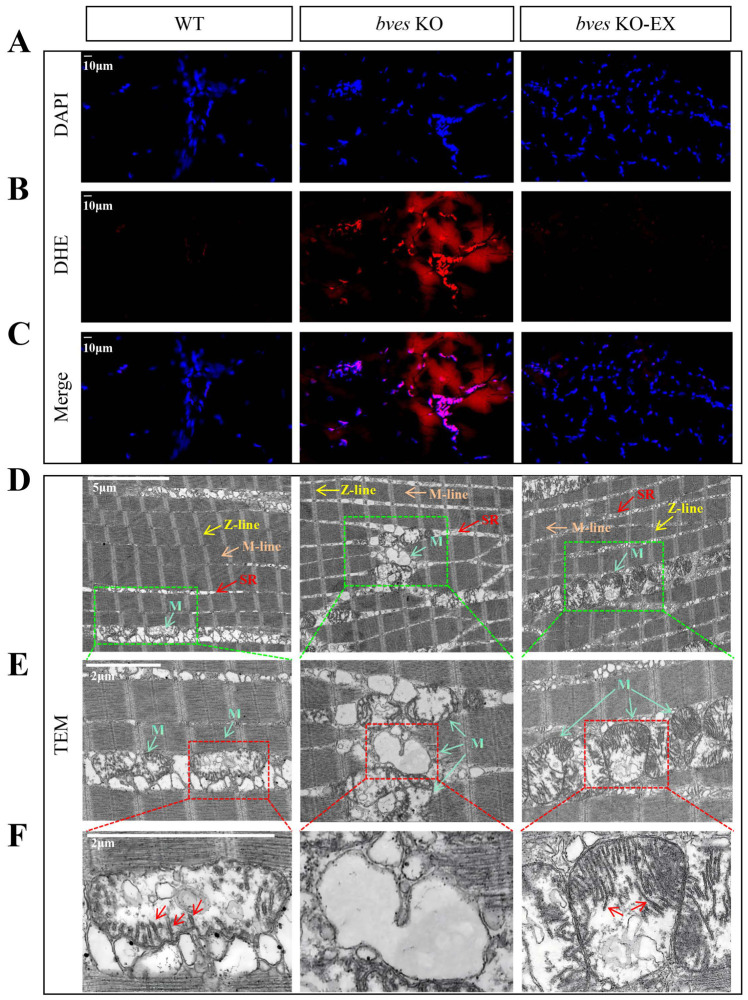
Histological results of mitochondrial structure in skeletal muscle tissue. (**A**) DAPI staining reveals the skeletal muscle tissue, with a scale bar of 10 μm. (**B**) DHE staining also depicts the skeletal muscle tissue, with a scale bar of 10 μm. (**C**) The merged image of DPAI and DHE staining illustrates the skeletal muscle tissue, with a scale bar of 10 μm. (**D**–**F**) TEM observations of zebrafish skeletal muscle mitochondrial ultrastructure are shown, with scale bars of 5 μm and 2 μm; SR indicates the sarcoplasmic reticulum; M represents mitochondria; the red arrow in (**F**) indicates the mitochondrial cristae.

**Figure 8:**
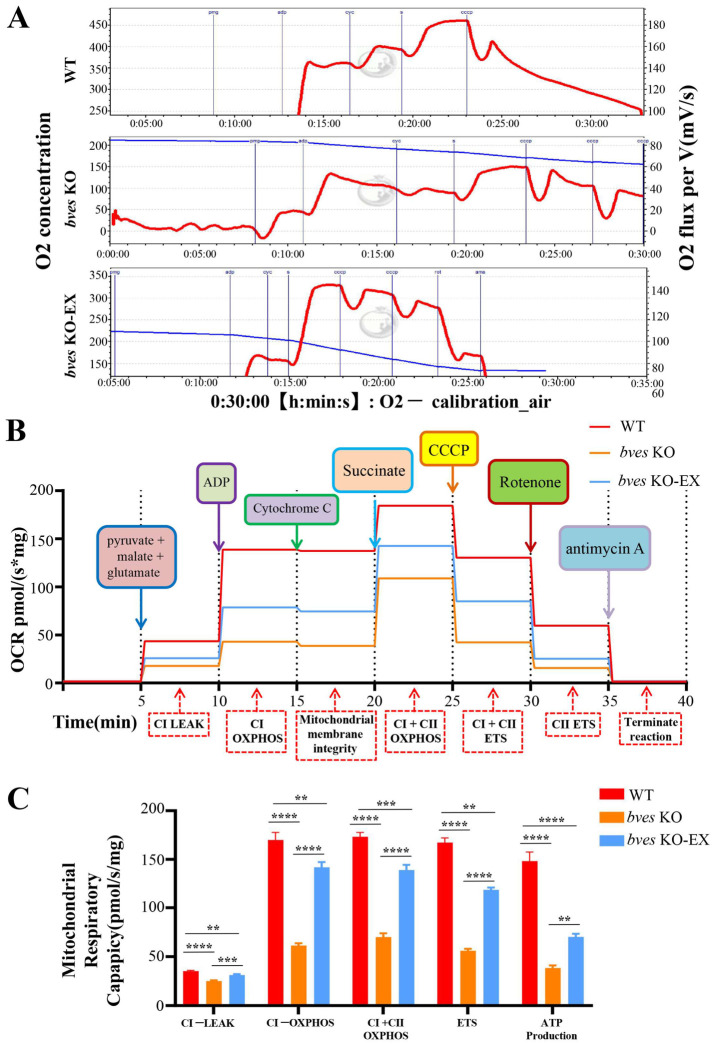
Measurement results of mitochondrial respiratory function in zebrafish skeletal muscle. (**A**) The real-time profile of the oxygen consumption rate (OCR) illustrates mitochondrial respiration. (**B**) The dynamic curve of OCR recorded by the O2K high-resolution respirometer is shown. (**C**) A quantification of mitochondrial respiratory parameters is provided, including complex I leak state (CI leak), complex I oxidative phosphorylation (CI OXPHOS), complex I + II combined oxidative phosphorylation (CI + II OXPHOS), maximal respiratory capacity (ETS), and ATP production capacity (ATP production; *n* = 6). Statistical significance was determined using one-way analysis of variance, followed by Tukey’s test for pairwise comparisons. Data are presented as mean ± standard error of the mean. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 9:**
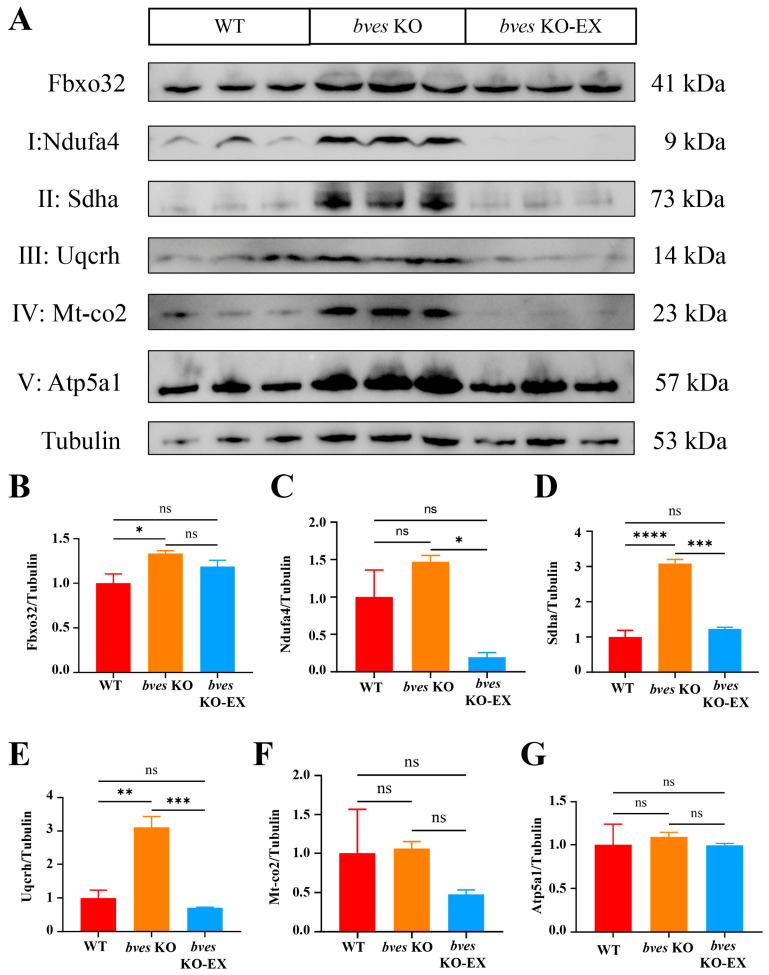
The results of Western blot analysis conducted to assess the expression levels of mitochondrial complex proteins (*n* = 3). (**A**) The Western blot illustrates the protein expressions of Fbxo32, Ndufa4, Sdha, Uqcrh, Mt-co2 and Atp5a1 (*n* = 3). (**B**) The relative expression level of Fbxo32 is shown. (**C**) The relative expression level of Ndufa4 is depicted. (**D**) The relative expression level of Sdha is presented. (**E**) The relative expression level of Uqcrh is illustrated. (**F**) The relative expression level of Mt-co2 is demonstrated. (**G**) The relative expression level of Atp5a1 is displayed. Statistical significance was determined using one-way analysis of variance, followed by Tukey’s test for pairwise comparisons. Data are presented as mean ± standard error of the mean. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ns indicates no significant difference.

**Figure 10:**
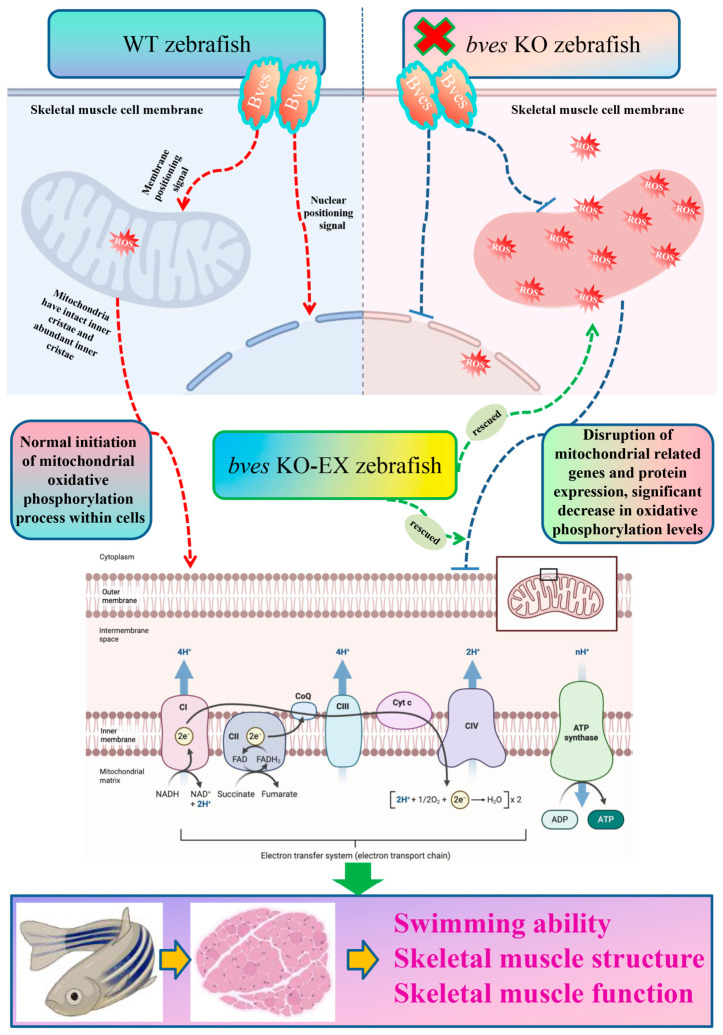
The mechanism through which Bves regulates mitochondrial function and skeletal muscle mass in response to skeletal muscle atrophy. The information depicted in this figure is sourced from Biorender (https://app.biorender.com/).

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Materials. Further inquiries can be directed to the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27125594/s1.

# Supplementary material for: Regular Aerobic Exercise Can Effectively Ameliorate the Skeletal Muscle and Mitochondrial Function Impairments Caused by bves Deficiency in Zebrafish
**Source:** Int J Mol Sci. 2026 Jun 20;27(12):5594. doi: 10.3390/ijms27125594
**Supplement:** Supplementary file 1

Table S3. Antibody sources and dilutions

| Antibodies | Source | Catalog | Dilution ratio |
| --- | --- | --- | --- |
| rabbit anti-Bves antibody | Proteintech, Wuhan, China | 12920-1-AP | 1:2000 |
| rabbit anti-Fbxo32 antibody | Huabio, Hangzhou, China | ET7109-25 | 1:2000 |
| rabbit anti-Ndufa4 antibody | Huabio, Hangzhou, China | ER64130 | 1:1000 |
| rabbit anti-Sdha antibody | Huabio, Hangzhou, China | ET1703-40 | 1:1000 |
| rabbit anti-Uqcrh antibody | Huabio, Hangzhou, China | HA720113 | 1:1000 |
| rabbit anti-Mt-co2 antibody | Abclonal, Wuhan, China | A3843 | 1:1000 |
| rabbit anti-Atp5a1 antibody | Proteintech, Wuhan, China | PK30006 | 1:1000 |
| rabbit anti-Tubulin antibody | MCE, New Jersey, United States | YA585 | 1:5000 |

# Supplementary material for: Regular Aerobic Exercise Can Effectively Ameliorate the Skeletal Muscle and Mitochondrial Function Impairments Caused by bves Deficiency in Zebrafish
**Source:** Int J Mol Sci. 2026 Jun 20;27(12):5594. doi: 10.3390/ijms27125594
**Supplement:** Supplementary file 1

**
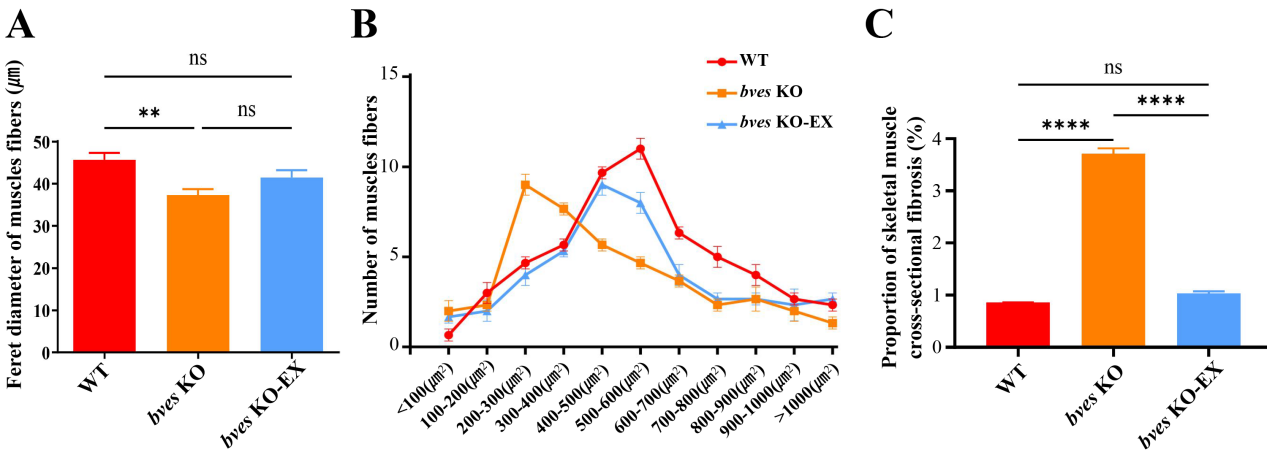
**

Figure S1. (A) Statistical results of the Feret diameter of skeletal muscle fibers (n = 20). (B) Distribution of individual muscle fiber cross-sectional area (CSA, n = 60). (C) Statistical results of the ratio of fibrosis area to skeletal muscle fiber cross-sectional area (n = 3). Statistical significance was determined using one-way analysis of variance (ANOVA), followed by Tukey's test for pairwise comparisons. Data are presented as mean ± standard error of the mean (SEM). ** *p* < 0.01, **** *p* < 0.0001, ns indicates no significant difference.

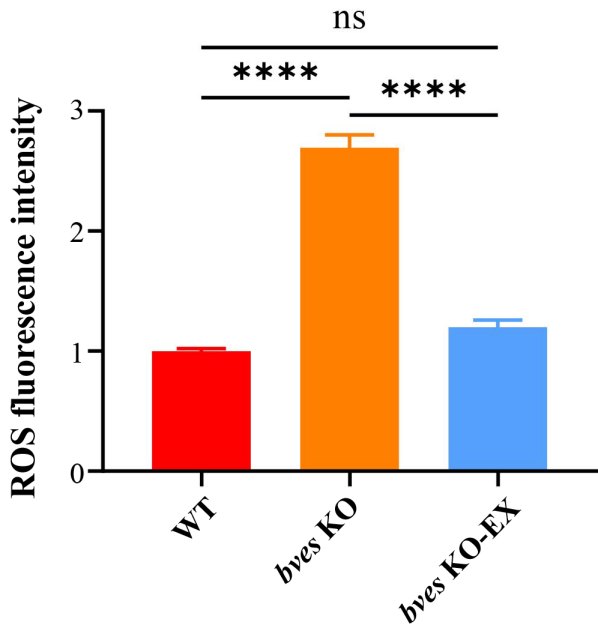

Figure S2. Quantitative results of dihydroethidium (DHE) staining fluorescence intensity (n = 3). Statistical significance was determined using one-way analysis of variance (ANOVA), followed by Tukey's test for pairwise comparisons. Data are presented as mean ± standard error of the mean (SEM). **** *p* < 0.0001, ns indicates no significant difference.

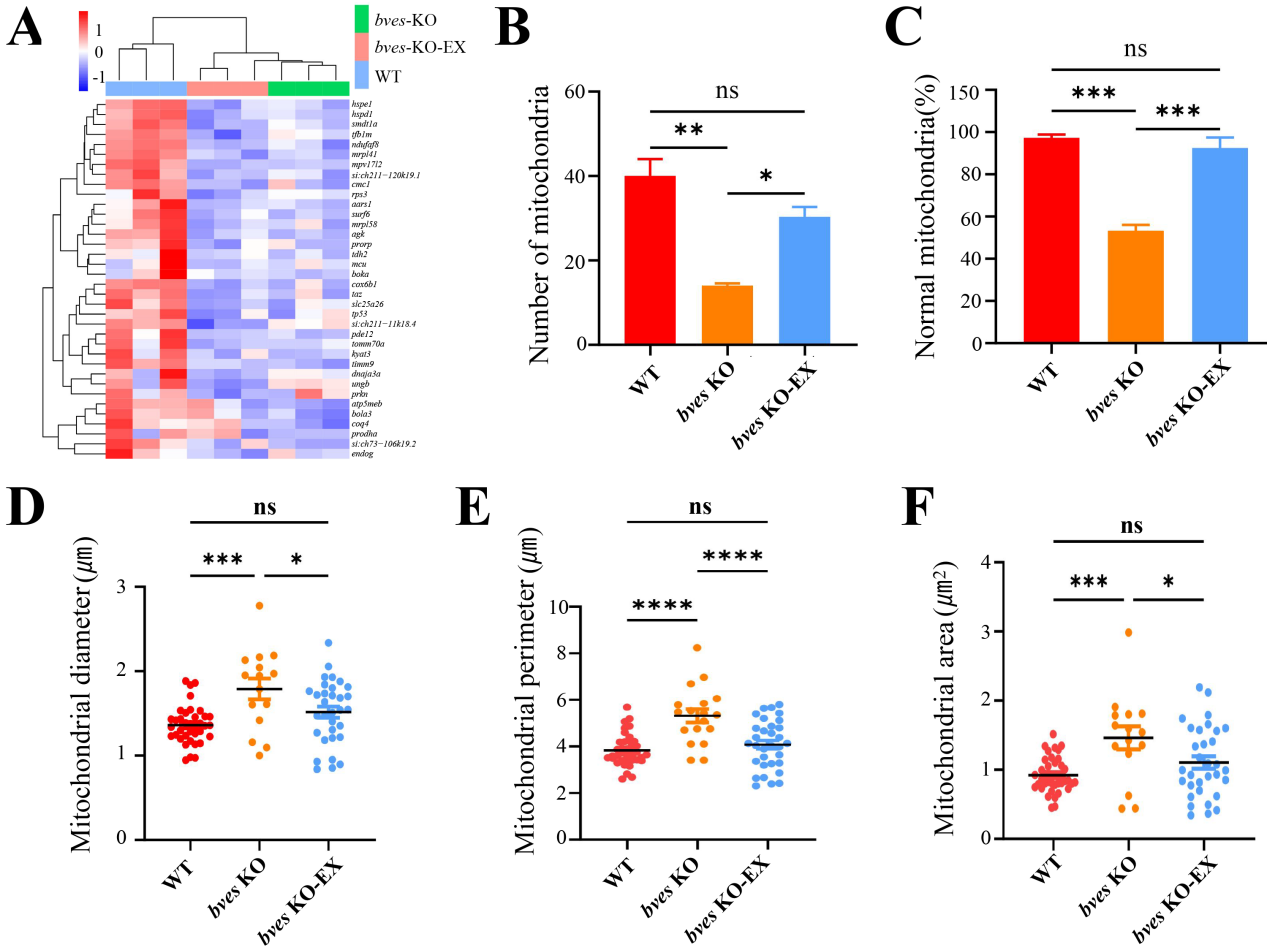

Figure S3. Loss of *bves* impairs mitochondrial structure and biogenesis in zebrafish skeletal muscle. (A) The heatmap displays differentially expressed genes (n = 3). (B) Statistical analysis of the number of mitochondria is presented (n = 3 fields of view). (C) The proportion of normal mitochondrial counts is shown (n = 3 fields of view). (D) Statistical results for the Feret diameter of mitochondria are summarized (n = 3 fields of view). (E) Statistical results concerning the perimeter of mitochondria are provided (n = 3 fields of view). (F) The statistical outcomes regarding mitochondrial area size are detailed (n = 3 fields of view). Statistical significance was determined using one-way analysis of variance (ANOVA), followed by Tukey's test for pairwise comparisons. Data are presented as mean ± standard error of the mean (SEM). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ns indicates no significant difference.

# Supplementary material for: Regular Aerobic Exercise Can Effectively Ameliorate the Skeletal Muscle and Mitochondrial Function Impairments Caused by bves Deficiency in Zebrafish
**Source:** Int J Mol Sci. 2026 Jun 20;27(12):5594. doi: 10.3390/ijms27125594

**Figure 9A: Fbxo32 (41KDa)**

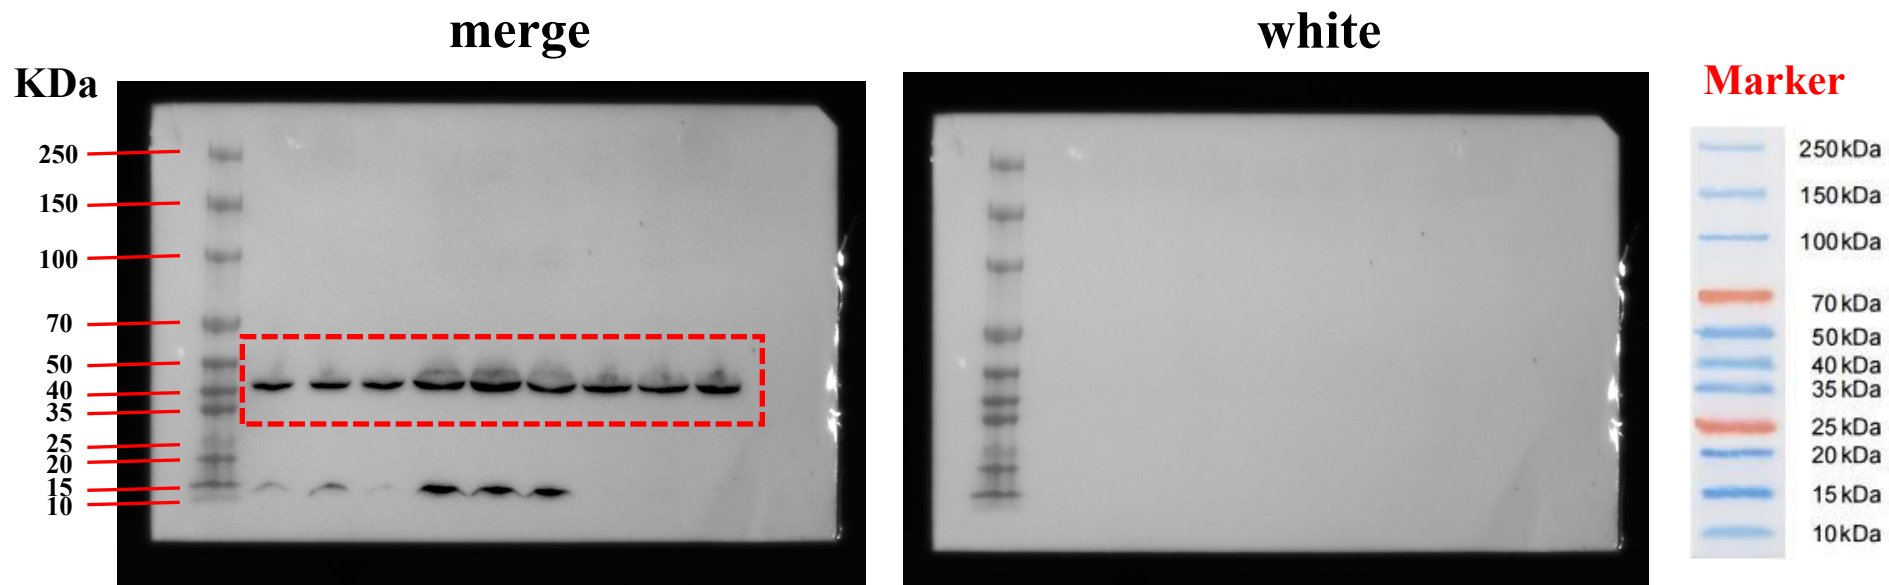

**Figure 9A:Ndufa4 (9KDa)**

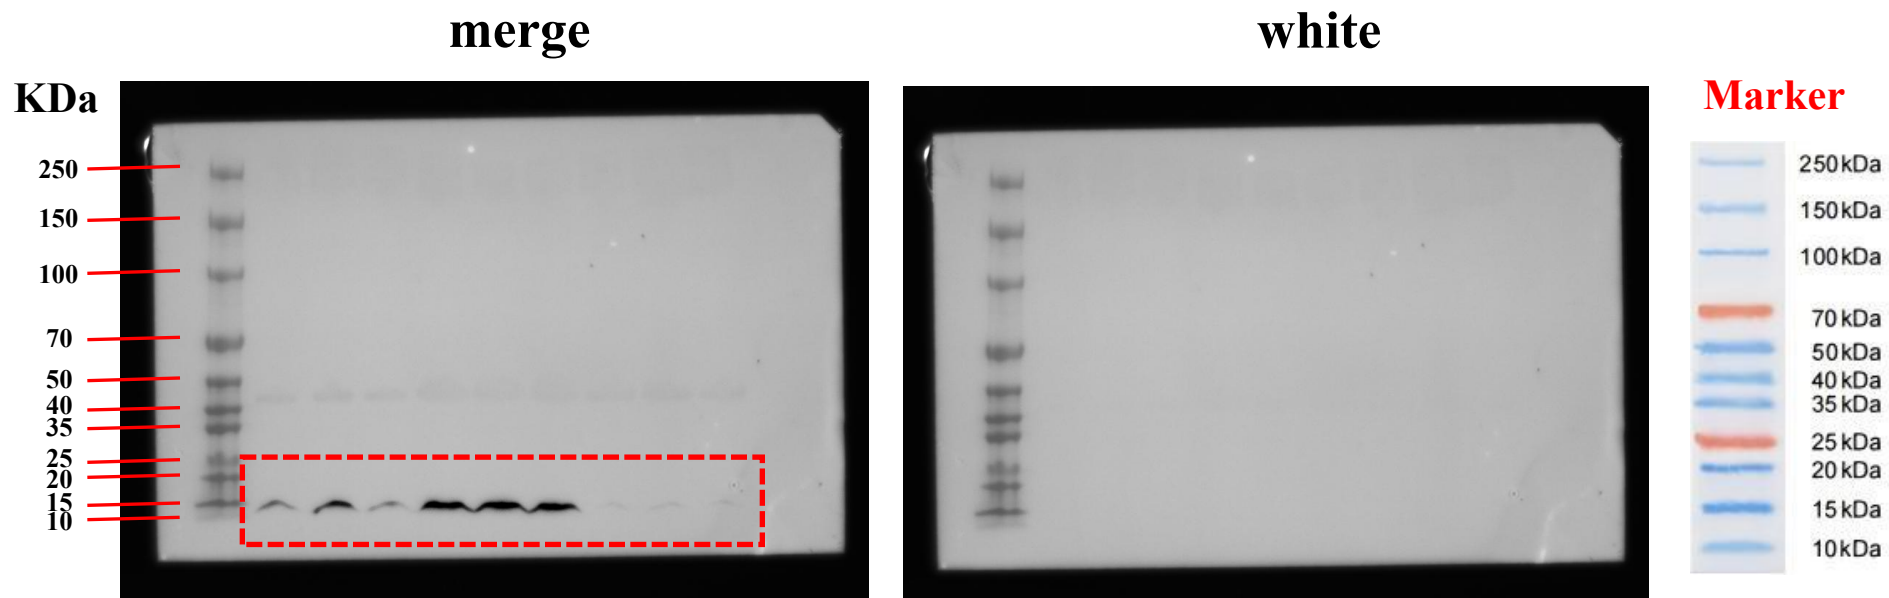

**Figure 9A:Sdha (73KDa)**

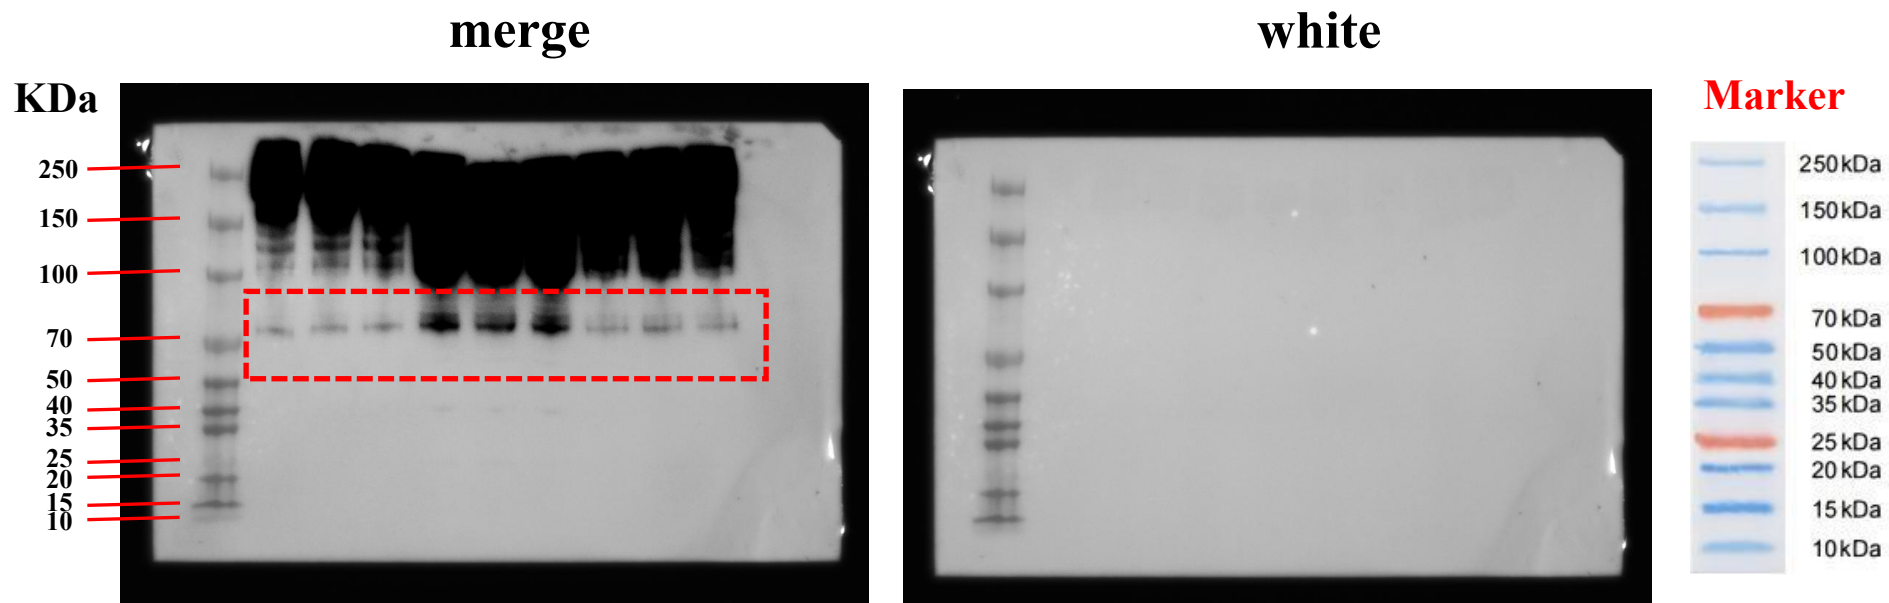

**Fogure 9A:Uqcrh (14KDa)**

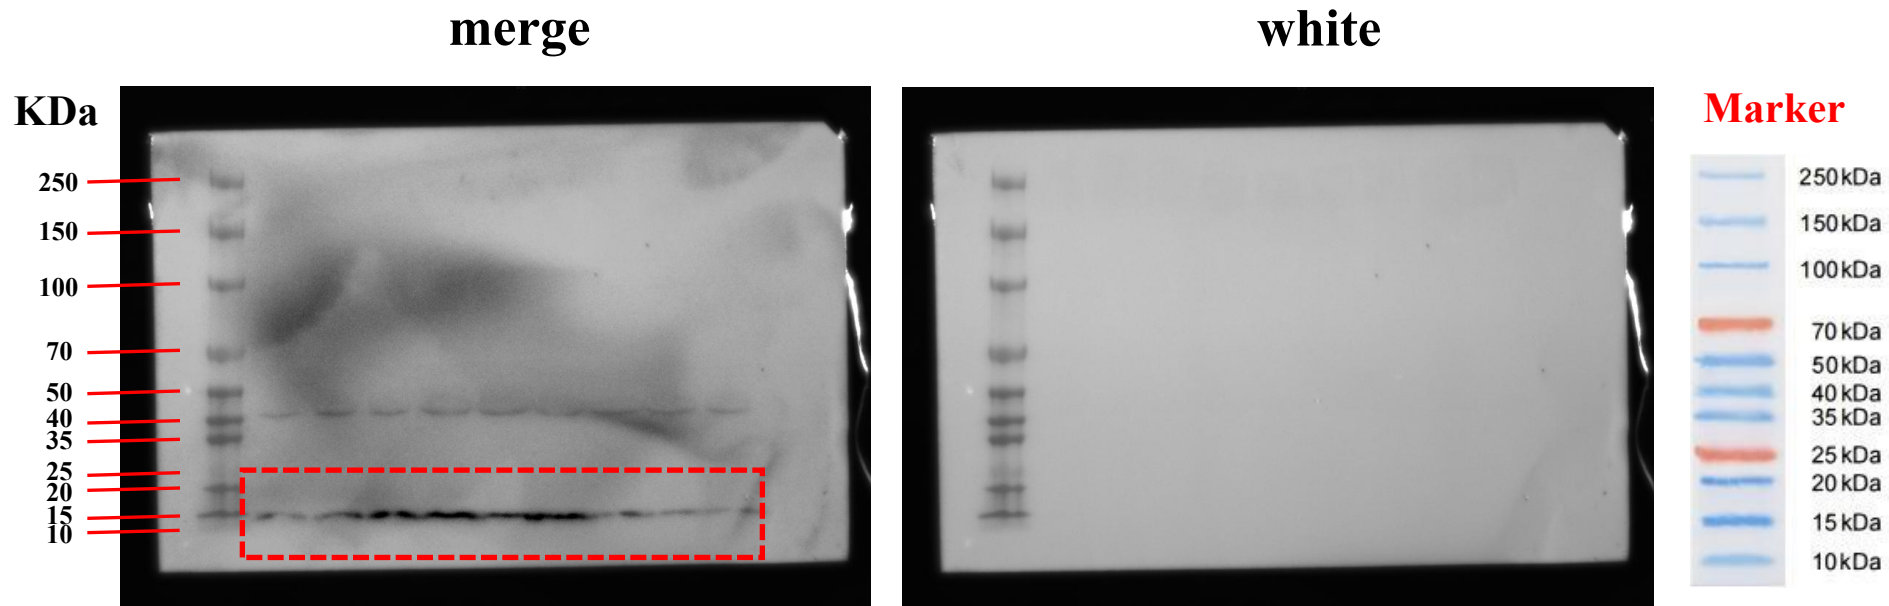

**Fogure 9A:Mtco2 (23KDa)**

**merge**

**white**

**KDa**

250  
150  
100  
70  
50  
40  
35  
25  
20  
15  
10

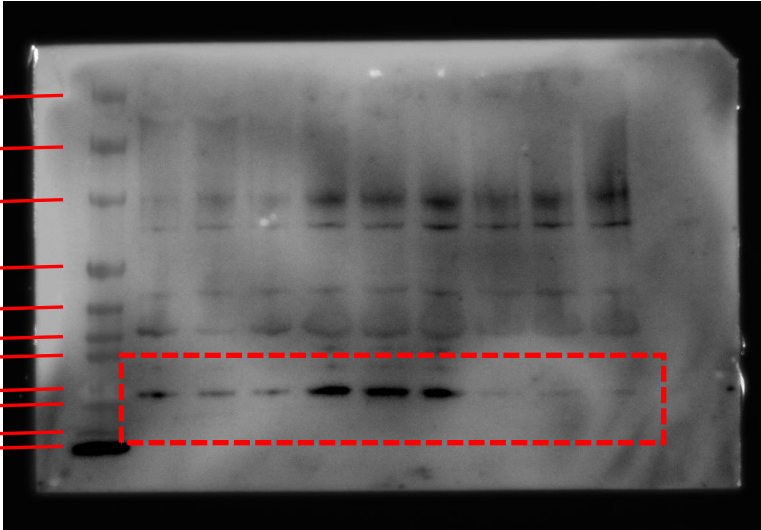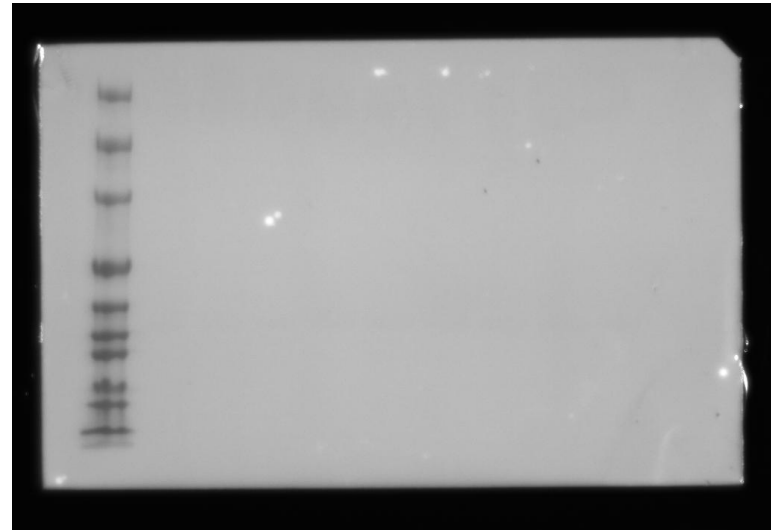

**Marker**

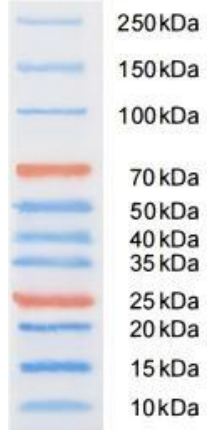

**Fogure 9A:Atp5a1 (57KDa)**

**merge**

**white**

**KDa**

250  
150  
100  
70  
50  
40  
35  
25  
20  
15  
10

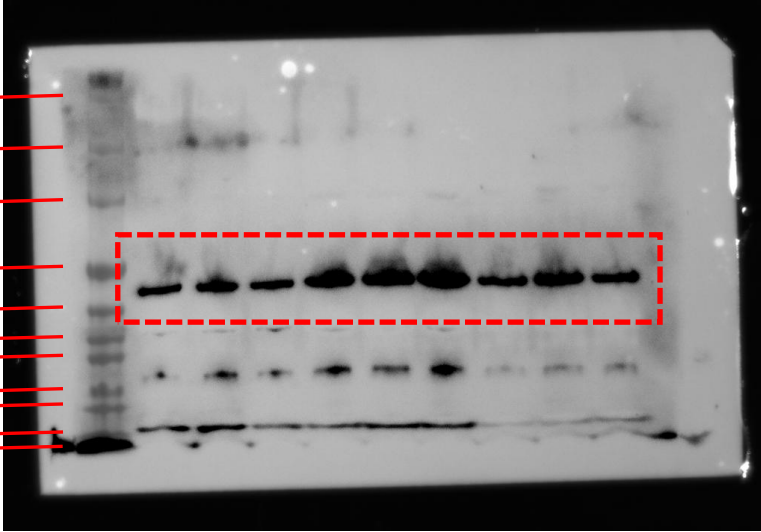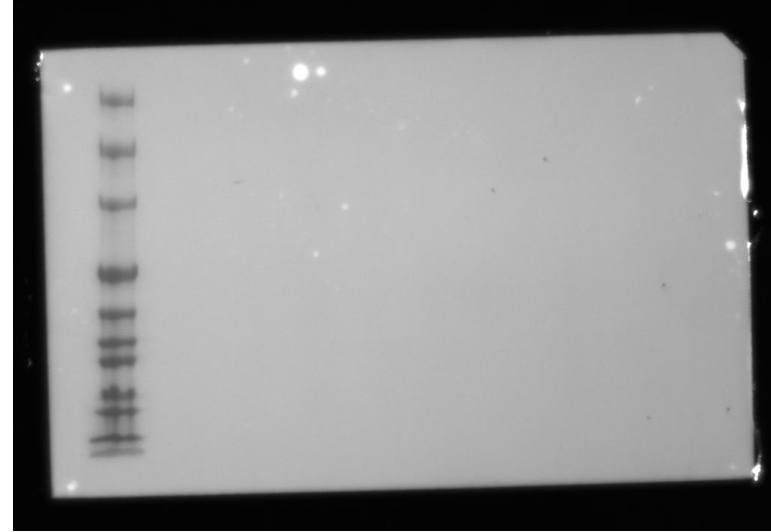

**Marker**

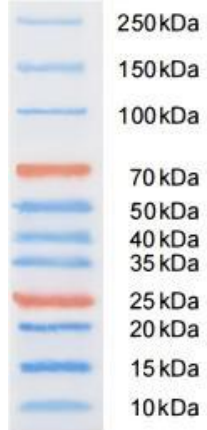

**Fogure 9A:Tubulin(53KDa)**

**merge**

**white**

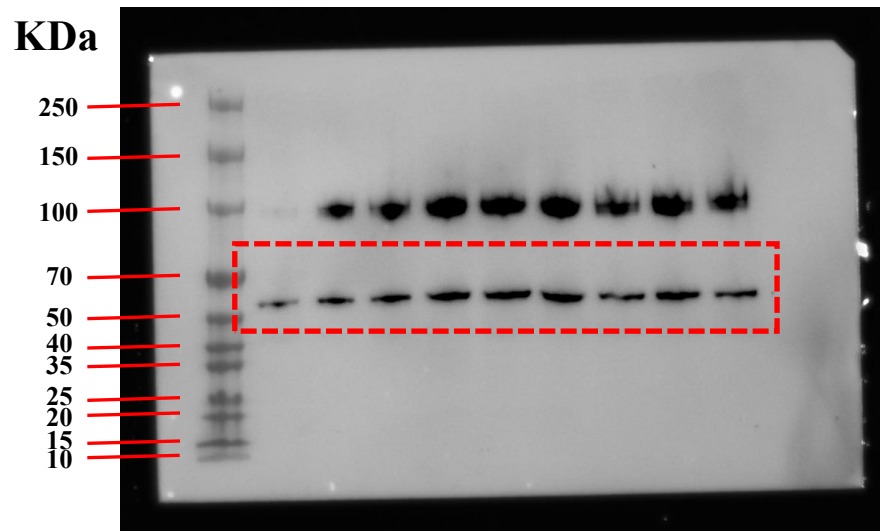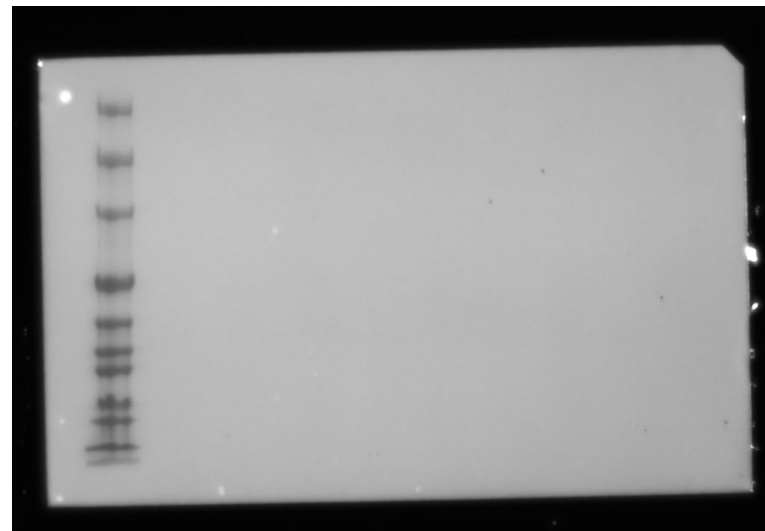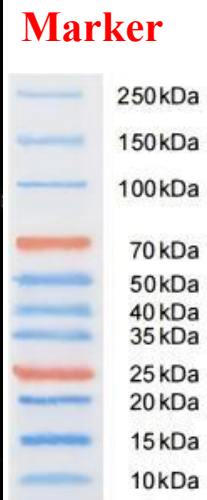

**Supplement:** Supplementary file 1

# Supplementary material for: Regular Aerobic Exercise Can Effectively Ameliorate the Skeletal Muscle and Mitochondrial Function Impairments Caused by bves Deficiency in Zebrafish
**Source:** Int J Mol Sci. 2026 Jun 20;27(12):5594. doi: 10.3390/ijms27125594
**Supplement:** Supplementary file 1

Table S1. Primers used for *bves* gene knockout and their sequences

| Primer | Sequences (5′–3′) |
| --- | --- |
| sgRNA-primer-F1 | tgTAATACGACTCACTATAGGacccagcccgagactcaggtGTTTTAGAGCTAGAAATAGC |
| sgRNA-primer-F2 | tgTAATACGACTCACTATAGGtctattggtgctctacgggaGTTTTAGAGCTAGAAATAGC |
| sgRNA-R | aaGCACCGACTCGGTGCCACT |
| *bves*-KO-F | ACGCCACACTATGCCAGGAT |
| *bves*-KO-R | ATTCTGACTTCAAATTTATATATACCC |

# Supplementary material for: Regular Aerobic Exercise Can Effectively Ameliorate the Skeletal Muscle and Mitochondrial Function Impairments Caused by bves Deficiency in Zebrafish
**Source:** Int J Mol Sci. 2026 Jun 20;27(12):5594. doi: 10.3390/ijms27125594
**Supplement:** Supplementary file 1

Table S2. List of primers used for RT-qPCR

| Gene | Accession number | Forward primer (5′–3′) | Reverse primer (5′–3′) |
| --- | --- | --- | --- |
| *actb1* | [NM_131031.2](https://www.ncbi.nlm.nih.gov/nuccore/NM_131031.2) | TCCAGCCTTCCTTCCTGGGTAT | GTGGAAGGAGCAAGAGAGGTG |
| *bves* | [NM_001001847.2](https://www.ncbi.nlm.nih.gov/nuccore/NM_001001847.2) | AGCGCCTCAGCATTCTTCTC | AAAGCGTTCACCCCTGTTCA |
| *bcl6b* | [XM_001332966.9](https://www.ncbi.nlm.nih.gov/nuccore/XM_001332966.9) | AGCCAGTCTTCAGAACAGCC | TAGCGACGCAAAGCTCTCAT |
| *foxo4* | [XM_009291168.4](https://www.ncbi.nlm.nih.gov/nuccore/XM_009291168.4) | TGATGACCCAGATGGACCCT | CCACCGTGCTTGTGTCAATG |
| *mapk6* | [XM_073929323.1](https://www.ncbi.nlm.nih.gov/nuccore/XM_073929323.1) | AACGTGCTTCATCGTGACCT | TGGGGGATAGAAGCAGACGA |
| *pik3r3a* | [NM_001291329.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001291329.1) | GGGCGGACATATCAAGGGAG | TTTGTTCGTGCCGTTGTTCC |
| *sgk2b* | [NM_001076564.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001076564.1) | AAGAGTCCCGTCACTTACGC | GTCGCAAGAAATCCATCTGGTG |
| *atp5meb* | [NM_001098481.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001098481.1) | GCGTTGCTCGTTGGCATTAT | GCTAGCTGTTTAGCGATGCG |
| *ddit3* | [NM_001082825.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001082825.1) | TTCCCGACACATCATCCTGC | TTCATTCTCCTGTTCGCGCT |
| *epas1a* | [XM_690170.11](https://www.ncbi.nlm.nih.gov/nuccore/XM_690170.11) | TGTTCCACCACCACACCAAA | AGCGACCACCTGTTTTGGAA |
| *hif1al* | [NM_200405.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_200405.1) | GCTTCTGCTCAGCCACACAT | CGGGTCCCTGTCGGTTAAAA |
| *hmox1a* | [NM_001127516.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001127516.1) | GCAGGACTTGGAGCACTTCT | GGGACTGCTCTTGCCAATCT |
| *igfbp1a* | [NM_173283.4](https://www.ncbi.nlm.nih.gov/nuccore/NM_173283.4) | CGCGATACGCAAGAAACTGG | CAACACTTCCCCCTCTGACC |
| *irs1* | [XM_682610.11](https://www.ncbi.nlm.nih.gov/nuccore/XM_682610.11) | TGACTGCCTCTTTCCACGTC | CTTCGAAAGTCACAGGGGCT |
| *irs2a* | [XM_021466764.3](https://www.ncbi.nlm.nih.gov/nuccore/XM_021466764.3) | CAGTCAGCCCCACTAACAGG | GGTCTCAGAGCTATGCCGTC |
| *loxl2a* | [NM_001099244.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001099244.1) | GTCTCCTGCTCTGATACGGC | TCATTCTTTCGGGCAGTGCT |
| *nrp1a* | [NM_001040326.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001040326.1) | GACGTGAGCTCCAATGGTGA | CATCCGTAGACCTCGAACCG |

How the deposited data were processed for this re-analysis (not part of the article)

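RNA sequencing was analysed for skeletal muscle of WT, *bves* KO and *bves* KO-EX zebrafish, with 3 libraries in each group and muscle of 2 fish in each library. The condition and replicate number of each library were taken from the sample labels and the paper's methods, and all 9 libraries could be assigned. The paper's swimming, histology, qPCR, Western blot, electron microscopy and respirometry measurements were not analysed here.

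The authors deposited estimated counts (expected counts of reads for each Ensembl gene, not normalized), which need not be whole numbers. They also deposited TPM values for each library, the authors' normalization of those counts for gene length and for library size, whose sums ran from 986244 to 991241 per library, and the mean TPM of each group. Separate columns that the authors deposited hold their fold change, its log2 value, a p-value and an adjusted p-value for *bves* KO against WT and for *bves* KO-EX against *bves* KO, together with the length of each gene. The paper's methods name DESeq for the differential expression analysis and list DESeq2, DEGseq and edgeR for the volcano plots, all on the Majorbio Cloud platform, and do not say which tool made which column. The aligner, the quantification tool, the genome build and the annotation are not named in the paper's text. Of the 32520 genes listed, 24715 had a count above 0 in any library. The 3 *bves* KO libraries appear in both deposited tables, and 0 of the values in those 6 shared columns differed between the tables.

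Estimated counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr with the group as design, which left 14849 genes, and libraries were scaled by TMM factors. The main test was edgeR's quasi-likelihood test (glmQLFit with robust estimation and glmQLFTest) on all 9 libraries, two-sided, with Benjamini-Hochberg adjustment over all tested genes. The SE of a log2 fold change was taken from its size and the F statistic of the test. A gene was called a DEG at an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1, that is a fold change above 2. Group means and SDs are of CPM after TMM scaling. Where 3 libraries are compared with 3 by an exact permutation test of CPM, the smallest two-sided p is 0.1. Expression at or under 3 counts was treated as the floor, and a fold against a group whose libraries are all at the floor is a lower bound computed against 3 counts. Distances between libraries were Euclidean on log2 CPM with a prior count of 2 over the 1000 most variable genes. Detection was scored at a mean of 1 TPM.

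Enrichment of GO and KEGG terms used the terms listed for each gene in the deposited tables, terms with 5 to 500 genes in the background, and a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over terms. The background was the tested genes with a term of the same kind. Gene sets were tested with limma's camera on voom values, two-sided, with the correlation between genes estimated. The share of DEGs nearer WT in *bves* KO-EX was the share of *bves* KO DEGs with a smaller absolute log2 fold change against WT in *bves* KO-EX, with a Wilson 95% interval. Such intervals and the floor cover counting error only, since the libraries carry no molecular identifiers.

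The genes named in the text follow a rule set in advance. They are *bves*, the genes of Figure 6H, Figure 6K and Figure S3A, the transcripts of the proteins in the Western blots, and in each comparison the 3 up and 3 down DEGs with the smallest adjusted p among those that carry a gene symbol and whose groups do not overlap. A gene named outside this rule is marked where it appears. Gene symbols are those of the deposited tables. A RefSeq gene list of the assembly GRCz12tu was used only to find which genes neighbour *bves*, and 13425 of the 14849 tested genes (90.4%) matched it. No coordinates are given because the build behind the deposited counts is not named.

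Libraries with the same replicate number in the labels were treated as pairs in 1 alternative, with the number as a block in the fit. They come from different fish. The mean correlation of deviations from the group means across genes was 0.0883 between same-numbered libraries of *bves* KO and WT and -0.0235 between those of *bves* KO-EX and WT. Other alternatives were DESeq2 (Wald test), scaling by total counts, by median-of-ratios size factors or by upper-quartile factors, no low-count filter beyond 1 count in any library, a filter of at least 10 counts in every library, fits of only the 6 libraries compared, other fold-change and p thresholds, removal of the mitochondrially encoded genes, and each library left out in turn. Total-count scaling moved the median log2 fold change of all genes to 0.11 in both comparisons of *bves* KO-EX, and family directions were checked under it.

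The test steps were run on simulated counts with known answers. All planted changes were beyond the fold-change threshold and in genes above a minimum expected count. No differences in composition between libraries were planted. With 200 of 14849 genes changed, edgeR called 83.5% of the changed genes and 4.57% of its calls were of unchanged genes (81.0% and 6.90% in a second simulation, with *bves* KO-EX made equal to WT), and DESeq2 called 94.0% with 9.18%. Camera and Fisher's test found the planted sets, and in each 0 of 20 random sets passed. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

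The depth of each library was its summed estimated count, between 17422188 and 18860779. Without scaling, the 3-count floor is on average 0.163 CPM in *bves* KO and 0.165 CPM in *bves* KO-EX, so expression below it was not detectable at this depth.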

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

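The tests of sequencing depth and of the return of *bves* RNA below, and those of scaling and of single libraries for the heat shock genes, were chosen only after the results were seen. The list of 11 heat shock genes was written after hsp70.2 had been seen among the DEGs, and the definition of a gene that is present in a group and all but absent from another replaced an earlier, exploratory one.

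Among genes the paper does not discuss, 8 had at least 10 counts and 1 TPM in every WT library and at most 3 counts in every *bves* KO library. They are mhc1zka, BX005361.2, si:ch211-229i14.2, glra2, PDE9A, mhc1zfa, BX004980.1 and si:dkey-251i10.2, all but si:ch211-229i14.2 named after their values were seen. In the other direction there were 3, named in the same way: BX119915.3, BX005361.4 and cfap70. The gene si:ch211-229i14.2, for example, had 204, 163 and 378 counts in WT and 0, 1 and 0 in *bves* KO. Between *bves* KO-EX and WT, 6 genes were present in WT and all but absent from *bves* KO-EX and 5 the reverse. Between *bves* KO and *bves* KO-EX there were 2 and 0. Of the 8 genes, 5 had at most 3 estimated counts, before rounding, in all 3 libraries labelled *bves* KO-EX, and the highest estimates of PDE9A, mhc1zfa and mhc1zka there were 3.10, 4.00 and 10.4, while the 3 genes of the other direction stayed above 3 counts in all of them.

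A difference in depth goes against the counts, since at the WT share the lowest count a *bves* KO library would have held over the 8 genes was 24.3. Loss of *bves* RNA as the cause predicts that the genes return where *bves* RNA returns, and 5 of the 8 stayed at the floor in all 3 libraries labelled *bves* KO-EX. This does not separate the explanations, because *bves* protein was not measured in these libraries. A variant carried along with the edited *bves* locus predicts more DEGs near it. Of the 50 tested genes nearest *bves*, 1 was a DEG (2.0%), against 1.0% of 13374 others (one-sided Fisher's exact test, p = 0.397). This test has little power, since 0.501 DEGs were expected among the 50 and 3 were needed for a p under 0.05. In a further test chosen after seeing the values, 7 of the 11 genes could be placed in the genome by name or identifier and 0 of the 7 lay on the chromosome of *bves*, which goes against a linked variant for those 7 and leaves the other 4 open. That DEG, pmvk, chosen after its values were seen, had a log2 fold change of −1.68 (edgeR adjusted p = 0.0407), and −1.97 against WT in the libraries labelled *bves* KO-EX. Differences in background elsewhere in the genome were not tested. The paper gives the AB strain for WT fish and says that founders were mated with WT fish, but not whether the sequenced WT and *bves* KO fish share parents. The genes mhc1zka and mhc1zfa belong to a family of similar copies, so the reads assigned to them are uncertain. Of the 4 splits of the 6 libraries of WT and *bves* KO that part all 3 same-numbered pairs, 1, the real one, gave 11 such genes, and the other 9 of all 10 splits gave at most 2. With 4 or 10 splits the share cannot fall under 0.05, so this count of splits alone neither excludes nor shows a chance division of the libraries. Of these explanations, a difference in background between the WT and the *bves* KO fish remains, as does a linked variant for the 4 genes that could not be placed. Either may account for genes that do not follow *bves* RNA, but neither can be told apart from a lasting effect of the knockout.

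Heat shock genes, which the paper does not discuss, were lower in the libraries labelled *bves* KO-EX than in *bves* KO. Their median log2 fold change was −1.62, with 11 of 11 genes lower under all 4 scalings and 6 with an edgeR adjusted p under 0.05 with TMM. The limma camera p of the set was 0.0285, with the correlation between genes estimated, and after adjustment over 27 tests of marker sets the smallest value of any set was 0.234. The summed CPM of the set was 506, 893 and 554 in the libraries labelled *bves* KO-EX, 1275, 1187 and 1597 in *bves* KO and 855, 1448 and 1259 in WT. Against WT the median was −0.92 in *bves* KO-EX, with 11 of 11 lower with TMM, 10 with upper-quartile factors and 9 with total counts, and it was 0.67 in *bves* KO, with 9 of 11 higher. The genes hsp70.1, hsp70.2 and hsp70.3, chosen after their values were seen, fell by 3.05, 3.25 and 3.28 on the log2 scale against *bves* KO (edgeR adjusted p = 0.0437, 0.00872 and 0.0360). They are copies of each other, so how their shared reads were assigned is uncertain.

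For the heat shock genes, scaling and single libraries were weighed against an effect of exercise. With total counts in place of TMM the median was −1.52, and with each library left out in turn the value closest to 0 was −1.48, without *bves* KO-EX replicate 3, so neither accounts for the difference. Of the 4 splits that part all same-numbered pairs, 1, the real one, had a median this far from 0, and the other 9 splits reached at most 1.05 in size. The share cannot fall under 0.05 here either. Handling before dissection, the time since the last swim and water temperature are not recorded in the labels, and heat shock genes may respond to each of these. The paper gives a rearing temperature for all fish and euthanasia in ice water, but no time between the last swim and euthanasia. As a hypothesis, the difference could reflect training, but it cannot be told apart from handling or, by the count of splits alone, from a chance division of the libraries. Against chance stand the 6 of 11 genes with an edgeR adjusted p under 0.05, in a list written after hsp70.2 had been seen.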

How the results depend on the processing

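All alternatives below were set before the data were examined, except DESeq2 fitted on only the 6 libraries compared, the hypoxia term with the genes of cellular response to hypoxia added, the respiratory chain set without V-type ATPase genes, and the share on left-out libraries weighted by genes, which were chosen after seeing the data. Where a value changed, the cause was not tested unless a value is given for it.

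Of 320 values of named genes under other settings, 287 kept their direction and their side of the threshold, 14 became weaker, 17 stronger and 2 reversed. With libraries left out, 499 of 576 were kept, 55 became weaker, 4 stronger and 18 reversed. Of 209 summary values under other settings, 154 were kept, 44 moved, 8 became stronger and 3 reversed, and with libraries left out 171 of 225 were kept, 41 moved, 2 became stronger and 11 reversed.

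DEG counts are given as up and down for *bves* KO against WT (106 and 51), then *bves* KO-EX against WT (366 and 247), then *bves* KO-EX against *bves* KO (97 and 111). DESeq2 gave 288 and 204, 560 and 553, and 221 and 237. DESeq2 on only the 6 libraries gave 267 and 198, 475 and 478, and 209 and 238. Total-count scaling gave 49 and 33, 283 and 113, and 60 and 49. EdgeR's fit of only the 6 libraries gave 71 and 45, 189 and 120, and 93 and 117. A fold change above 4 gave 36 and 23, 105 and 60, and 19 and 24. An unadjusted p under 0.05 gave 587 and 457, 994 and 698, and 570 and 364. Without a low-count filter there were 146 and 83, 375 and 290, and 98 and 126. In that order of comparisons, the share of up calls was 67.5%, 59.7% and 46.6% with TMM, 59.8%, 71.5% and 55.1% with total counts, and 70.4%, 71.4% and 53.7% with upper-quartile factors.

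With the replicate number as a block there were 81 and 42, 273 and 234, and 50 and 88 DEGs, and the share of up calls was 65.9%, 53.9% and 36.2%. Deviations from the group means correlated at 0.0883 between same-numbered libraries of *bves* KO and WT (-0.0441 between others). The values were -0.0235 for *bves* KO-EX and WT (0.0109) and -0.151 for *bves* KO-EX and *bves* KO (0.0739). Those in parentheses largely follow from the others, since deviations cancel out within a group. Under the block, the log2 fold change of hmox1a in *bves* KO-EX against *bves* KO was -0.075, and with DESeq2 it was -0.011, against 0.014 with edgeR.

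With each library left out in turn, the DEG counts ranged from 25 to 139 up and 8 to 96 down for *bves* KO against WT, from 93 to 365 and 57 to 562 for *bves* KO-EX against WT, and from 2 to 95 and 18 to 110 for *bves* KO-EX against *bves* KO. Without WT replicate 3 the share of up calls fell to 44.8% for *bves* KO and to 39.4% for *bves* KO-EX against WT. The number of genes of Figure S3A with an edgeR adjusted p under 0.05 (4) ranged from 0 to 6. It was 2 with total-count scaling, 19 with DESeq2 and 18 with DESeq2 on only the 6 libraries.

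The number of genes detected in *bves* KO and not in WT (790) was 1186 at a mean of 0.1 TPM, 514 at 5 TPM and 1253 when 1 TPM was required in every library of a group. At 0.1 TPM, 917 were detected in WT and not in *bves* KO (551 at 1 TPM), and at 5 TPM, 268 were detected in *bves* KO-EX alone (660). At this depth a gene near 0.1 TPM has few counts, which limits the calls at the lowest threshold.

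The adjusted p of response to hypoxia ranged over its alternatives from 0.0214, with DESeq2 on only the 6 libraries, to 1.0. With down DEGs alone, response to hypoxia, FoxO signaling and ErbB signaling each held 0 DEGs and had an adjusted p of 1.0. These are counted above as reversed, but with 51 down DEGs carrying a GO term and 19 a KEGG term a count of 0 shows no direction. With libraries left out, the adjusted p ranged from 0.188 to 1.0 for mTOR signaling and from 0.928 to 1.0 for ErbB signaling, and it was 1.0 for VEGF signaling. ErbB and VEGF signaling held 0 DEGs without WT replicate 1, *bves* KO replicate 1 or *bves* KO replicate 3, where 16, 13 and 12 DEGs with a KEGG term were left. These too are counted as reversed and show no direction. Without WT replicate 2, mTOR signaling held 1 of 28 such DEGs, an odds ratio of 0.901, which is a reversal by a single gene.

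With the correlation between genes fixed at 0.01, the nuclear oxidative phosphorylation genes had the same medians, -0.24 for *bves* KO and -0.18 for *bves* KO-EX against WT, with limma camera p-values of 3.06e-05 and 0.00114. The mitochondrially encoded genes had medians of 0.31 and 0.43 for *bves* KO-EX against WT and *bves* KO, with 0.0298 and 0.00105. The value of the correlation is the cause here, as the rest of the test is the same. With libraries left out, the nuclear median ranged from -0.36 to 0.015 for *bves* KO-EX against WT and from -0.13 to 0.24 for *bves* KO-EX against *bves* KO.

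The share of *bves* KO DEGs nearer WT in *bves* KO-EX (73.9%) was 50.9% when genes were called and judged on different libraries, 45.9% when those combinations were weighted by their genes, 88.9% in the mirror comparison and 60.3% to 86.3% with libraries left out. The ratio of the distances of *bves* KO-EX to WT and to *bves* KO (1.13) was 1.44 over DEGs.

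The log2 fold change of *bves* in *bves* KO against WT had an adjusted p of 0.00167 with DESeq2 (log2 fold change -2.13) and 0.0359 with edgeR on only the 6 libraries (-2.12), against 0.104 with edgeR on all 9 and up to 0.191 over its alternatives. In *bves* KO-EX against *bves* KO it was 1.74 with an adjusted p of 0.0179 with DESeq2, at the lower end of a range up to 0.304. With libraries left out, the 3 log2 fold changes of *bves* ranged from -2.67 to -1.88 for *bves* KO against WT, from -0.68 to 0.055 for *bves* KO-EX against WT and from 1.45 to 2.30 for *bves* KO-EX against *bves* KO.

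With libraries left out, the signs of these small log2 fold changes reversed. In *bves* KO-EX against *bves* KO the range was -0.054 to 0.33 for atp5fa1, -0.50 to 0.043 for epas1a, -0.14 to 0.25 for hmox1a, -0.057 to 0.35 for irs2a, -0.052 to 0.52 for ndufa4, -0.036 to 0.13 for nrp1a, -0.041 to 0.36 for sdha and -0.13 to 0.38 for uqcrh. In *bves* KO against WT it was -0.70 to 0.0097 for ndufa4 and -0.13 to 0.37 for sdha.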

Differences from the paper's values

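The paper reports 268 up and 199 down DEGs in *bves* KO against WT, and edgeR gave 106 and 51 here. The paper reports 472 down DEGs in *bves* KO-EX against WT, and edgeR gave 247. In *bves* KO-EX against *bves* KO the paper reports 208 up and 237 down, and edgeR gave 97 and 111. Among the alternatives set before the data were examined, DESeq2 brought all 5 counts within 1.5 times the paper's, with 288 and 204, 553, and 221 and 237. For the down DEGs of *bves* KO-EX against WT, so did leaving out WT replicate 3 (562), using no fold-change threshold (347) and using an unadjusted p under 0.05 (698). The other alternatives set before the data were examined, which were other scalings, filters and fold-change thresholds, only the 6 libraries, the replicate block, removal of the mitochondrially encoded genes and other libraries left out, closed none of these gaps. DESeq2 on only the 6 libraries compared, which was chosen after seeing the values, gave 267 and 198, 475 up and 478 down, and 209 and 238. It shared 266 and 198 calls with the authors' deposited table for *bves* KO against WT and 206 and 236 for *bves* KO-EX against *bves* KO. In those tables the called genes have a log2 fold change beyond 1 in either direction, whereas the legend of Figure 6 gives a threshold of 2, which 154 and 112 of the called genes pass.

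The paper's text ranks terms related to oxygen concentration highest in GO. With edgeR's DEGs response to hypoxia ranked 2 with an adjusted p of 1.0. It ranked 1 with up DEGs alone, with a background of all genes with at least 1 count, without *bves* KO replicate 1 and without *bves* KO replicate 3, and with the genes of cellular response to hypoxia added, a setting chosen after seeing the values. It ranked 2 with an adjusted p of 0.0214 with DESeq2 on only the 6 libraries, also chosen after seeing the values. The paper describes the mitochondria-related KEGG pathways of Figure 6G as altered. With edgeR's DEGs the adjusted p of mTOR, FoxO, ErbB and VEGF signaling was 1.0, and no setting tried brought any of these adjusted values under 0.05. The nearest was mTOR signaling at 0.0607, with DESeq2 on only the 6 libraries, a setting chosen after seeing the values. The paper's methods set a p under 0.05 for KEGG without naming an adjustment. The unadjusted Fisher's exact p with edgeR's DEGs was 0.0251 for mTOR and 0.0403 for FoxO signaling, which pass that limit, and 0.117 for ErbB and 0.252 for VEGF signaling, which do not. With DESeq2's DEGs all 4 pass it, at 0.00446, 0.00924, 0.0118 and 0.0387 (Fisher's exact test), so the difference from the paper lies in the adjustment and the DEG list.

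In Figure 6I the paper shows lower mapk6 by qPCR in *bves* KO than in WT. In the RNA sequencing data mapk6 was higher in *bves* KO (log2 fold change 1.51, edgeR adjusted p = 0.0739), and it was called with DESeq2 and with the replicate block, also as higher. The paper's heatmap in Figure 6H shows it as higher too. Figure 6H shows *bves* itself as changed in *bves* KO, where the edgeR adjusted p was 0.104. It was called with DESeq2 and with edgeR on only the 6 libraries. By qPCR in Figure 6I the paper shows *bves* lower in *bves* KO-EX than in *bves* KO. Its log2 fold change in the libraries labelled *bves* KO-EX against *bves* KO was 1.75 (edgeR adjusted p = 0.154), above 0 under all alternatives and with each library left out. The heatmap in Figure 6E groups the *bves* KO-EX libraries with those of WT. Over the 1000 most variable genes the distance of *bves* KO-EX to WT was 1.13 times its distance to *bves* KO, and over the DEGs of any comparison 1.44 times.

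The paper describes the oxygen-related genes as rescued by exercise, and cites RT-qPCR in Figure 6L besides the RNA sequencing. That RT-qPCR was not analysed here, so the values below bear only on the sequenced RNA. The log2 fold changes of irs2a, hmox1a and nrp1a against WT were, in the libraries labelled *bves* KO-EX, 2.73, 2.04 and 1.04, against 2.53, 2.03 and 1.00 in *bves* KO, and that of epas1a was 1.19 against 1.44. The other 6 genes of Figure 6K moved nearer WT, so that 7 of the 10 did with epas1a, and 2 of them, irs1 and loxl2a, had an edgeR adjusted p under 0.05 between *bves* KO-EX and *bves* KO. With DESeq2 and the replicate block hmox1a was lower in *bves* KO-EX than in *bves* KO, at -0.01 and -0.08. The paper describes the same return for the mitochondria-related genes, there too with RT-qPCR (Figure 6I). In the libraries labelled *bves* KO-EX the log2 fold changes of mapk6, pik3r3a, bcl6b and sgk2b against WT were near 0 (-0.07, 0.04, -0.03 and -0.07), whereas those of foxo4 were 0.50 in *bves* KO and 1.11 in *bves* KO-EX. In Figure 6H, 0 genes had an edgeR adjusted p under 0.05 in *bves* KO against WT, and 5 had an unadjusted p under 0.05. The authors' deposited table calls 5 of the 6.

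The paper describes the genes of Figure S3A as lower in *bves* KO. All 36 were lower, and 4 had an edgeR adjusted p under 0.05, against 18 in the authors' deposited table, 19 with DESeq2 and 18 with DESeq2 on only the 6 libraries, chosen after seeing the values. In Figure 6K, 6 of the 10 genes were called with edgeR in *bves* KO against WT, and the authors' deposited table calls all 10.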

Other observations

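The tests of the immediate early genes, of skin and of regression to the mean below were chosen only after the results were seen, as was the limit of 60 percent used in the last of these. The share on left-out libraries, which that last test reads, had itself been set in advance as an alternative, without saying that the *bves* KO-EX libraries would enter 1 at a time. The tests of other splits, of mislabelling and of the time of sampling were chosen before the results were seen.

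In the libraries labelled *bves* KO-EX, *bves* RNA was at the WT level in replicates 1 and 3 and at the *bves* KO level in replicate 2. If replicates 1 and 3 held WT muscle, the 8 genes that were all but absent from *bves* KO would be present in them and absent from replicate 2, and 0 of the 8 were above 10 counts in both and at the floor in replicate 2. A swap with WT libraries therefore goes against these genes. Whether the *bves* KO-EX fish carry another allele or are a mixture of genotypes cannot be told from gene counts, since the edited sequence is not in them, so mislabelled or mixed genotypes remain open. The neighbour gene popdc3, chosen after its values were seen, had 2.47, 1.32 and 3.37 TPM in *bves* KO-EX replicates 1, 2 and 3, against 3.28 to 4.99 in WT and 0.98 to 2.37 in *bves* KO. Another neighbour, pmvk, chosen in the same way, had 0.39, 0.32 and 0.36 TPM there, against 0.82 to 1.52 in WT and 0.35 to 0.61 in *bves* KO. Expression of pmvk was thus below the WT range in all 3 libraries, unlike that of popdc3, and these genes do not settle the genotype. No biological explanation was tested.

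Other splits of the 6 libraries of a comparison were counted for each summary result. Of the 10 splits, 4 part all 3 same-numbered pairs, as the real one does, and the other 6 part 1 pair. With 4 or 10 splits the share can never fall under 0.05, so these counts of splits alone neither exclude nor show a chance division, and the DEG counts rest on edgeR's adjusted p-values. For the number of DEGs, 1 of the 4 splits, the real one, gave as many in each comparison, and the other splits gave 0 DEGs for *bves* KO and WT and for *bves* KO-EX and WT and at most 50 for *bves* KO-EX and *bves* KO. It was also 1 of 4 for the genes of Figure S3A and for response to hypoxia and mTOR, FoxO, ErbB and VEGF signaling, where the other splits had no DEGs to test. For the median of the nuclear oxidative phosphorylation genes, 2 of the 4 splits were as far from 0 in *bves* KO against WT (3 of all 10), 3 in *bves* KO-EX against WT (6 of 10) and 4 in *bves* KO-EX against *bves* KO (10 of 10). For the mitochondrially encoded genes the numbers were 2 (3 of 10), 3 (5 of 10) and 2 (2 of 10).

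The share of *bves* KO DEGs nearer WT in *bves* KO-EX was 73.9%. Genes chosen for a large change in a group are expected to be less extreme in another, and if this selection is the cause, the share falls to near 50 percent when genes are called on some libraries and judged on others. It was 50.9% on average over 27 such combinations, with a range from 31.6% to 80.0%. On simulated data the same measure gave 50.3% where *bves* KO-EX was like *bves* KO and 93.1% where it was like WT. Without leaving libraries out, the simulated share for a *bves* KO-EX like *bves* KO was 52.6%, below the observed 73.9%. The planted changes were all beyond the fold-change threshold, so selection may raise this share less in the simulation than in the data. With the combinations, of 4 to 339 genes each, weighted by their genes, a choice made after seeing the data, the share on left-out libraries was 45.9%. The mean log2 change there was 1.24 in *bves* KO and 1.16 in *bves* KO-EX. With each combination counted equally it was 2.55 in *bves* KO and 2.08 in *bves* KO-EX, a larger fall. Regression to the mean may account for part of the share, and these tests do not settle how much. Separately, 25 of the 157 DEGs changed back with an edgeR adjusted p under 0.05 and 1 changed further, and this count was not judged on separate libraries.

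Immediate early genes were lower in the libraries labelled *bves* KO-EX than in *bves* KO, with a median log2 fold change of -0.85. All 12 were lower with TMM, median-of-ratios and upper-quartile scaling and 10 of 12 with total counts, 0 had an edgeR adjusted p under 0.05 and 6 an unadjusted p under 0.05. With total counts the median was -0.77, and with each library left out the value closest to 0 was -0.57, without *bves* KO-EX replicate 1. The median thus stayed below 0 in each case, but it was smaller in size without that library, which may account for part of it. Of the 4 splits, 2 gave a median as far from 0 (2 of all 10), and the largest of the others was 0.989. The set was written after DEGs of this kind had been seen. Against WT the median was 0.66 in *bves* KO, with 11 of 12 genes higher and 5 of them with an unadjusted p under 0.05. In *bves* KO-EX against WT it was -0.11, with 7 genes lower and 5 higher. The difference between *bves* KO-EX and *bves* KO thus lay mostly in higher values in *bves* KO than in WT. Handling before dissection could produce a difference between the groups and is not recorded in the labels. The paper describes euthanasia in ice water and immediate freezing of muscle, but gives no time between the last swim and euthanasia. An effect of handling cannot be told apart from exercise or from a chance division of the libraries.

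Clock genes were examined for a difference in the time of sampling, which would move the per and nr1d genes and the bmal1 and clock genes in opposite directions. The medians were 0.38 and 0.38 in *bves* KO against WT and 0.09 and 0.86 in *bves* KO-EX against WT, with differences of -0.0059 and -0.78. In the latter comparison all 7 genes of the bmal1 and clock phase were higher (limma camera p = 0.00923, correlation estimated, 0.234 after adjustment over the 27 tests). Of the 14 per and nr1d genes there, 9 were higher and 5 lower, and 1 of the higher and 4 of the lower had an unadjusted p under 0.05. Between the libraries labelled *bves* KO-EX and *bves* KO they were -0.84 and 0.18, a difference of -1.02. Under all 4 scalings 11 of 14 genes of the per and nr1d phase were lower there, and 5 to 7 of 7 of the other phase higher. Against WT the medians of the 2 phases did not move in opposite directions in either group. A difference in the time of sampling between *bves* KO-EX and *bves* KO may underlie part of their difference and cannot be told apart from an effect of exercise.

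Skin genes had a median log2 fold change of 2.32 in the libraries labelled *bves* KO-EX against *bves* KO. All 7 were higher under all 4 scalings, 0 with an edgeR adjusted p under 0.05 and 6 with an unadjusted p under 0.05. Their summed CPM was 539, 307 and 154 in *bves* KO-EX, a ratio of 3.51 between libraries of the same group. It was 158, 126 and 170 in *bves* KO and 244, 133 and 143 in WT, so *bves* KO-EX replicate 3 lay within the *bves* KO range. Against WT the median log2 fold change was -1.19 in *bves* KO, with 6 of 7 genes lower, and 0.88 in *bves* KO-EX, with 7 of 7 higher. Part of the difference between *bves* KO-EX and *bves* KO thus came from low values in *bves* KO. Skin carried into some libraries during dissection is a candidate source of the skin RNA, and so of some up DEGs. No biological explanation was tested. Over all 27 marker set tests the smallest adjusted p was 0.234.

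The transcripts of the proteins in the Western blots were examined. For fbxo32, CPM was 27.5 ± 20.4 in WT, 86.9 ± 50.8 in *bves* KO and 204 ± 194 in the libraries labelled *bves* KO-EX (SD, n = 3 each). The log2 fold change against WT was 1.66 in *bves* KO (edgeR adjusted p = 0.311, range over its alternatives 0.0275 to 0.453) and 2.89 in *bves* KO-EX (edgeR adjusted p = 0.0709), where the paper describes the protein as nearly restored to normal. For the other transcripts the log2 fold change of *bves* KO against WT was -0.38 for ndufa4, 0.03 for sdha, -0.42 for uqcrh, -0.23 for mt-co2 and -0.21 for atp5fa1. The paper describes an upregulation trend for all 5 proteins. Replicate 1 had the highest fbxo32 CPM in each group (50.9, 144 and 428). With the replicate number as a block, fbxo32 passed in *bves* KO against WT, at the lower end of its range above, and the authors' deposited table calls it too, with a log2 fold change of 1.67 and an adjusted p of 0.0258. Without the block, in *bves* KO against WT, 0 of the 6 transcripts had an edgeR adjusted p under 0.05 and 0 an unadjusted p under 0.05.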
